# Circadian regulation of the *Drosophila* astrocyte transcriptome

**DOI:** 10.1371/journal.pgen.1009790

**Published:** 2021-09-20

**Authors:** Samantha You, Alder M. Yu, Mary A. Roberts, Ivanna J. Joseph, F. Rob Jackson

## Abstract

Recent studies have demonstrated that astrocytes cooperate with neurons of the brain to mediate circadian control of many rhythmic processes including locomotor activity and sleep. Transcriptional profiling studies have described the overall rhythmic landscape of the brain, but few have employed approaches that reveal heterogeneous, cell-type specific rhythms of the brain. Using cell-specific isolation of ribosome-bound RNAs in *Drosophila*, we constructed the first circadian “translatome” for astrocytes. This analysis identified 293 “cycling genes” in astrocytes, most with mammalian orthologs. A subsequent behavioral genetic screen identified a number of genes whose expression is required in astrocytes for normal sleep behavior. In particular, we show that certain genes known to regulate fly innate immune responses are also required for normal sleep patterns.

## Introduction

Circadian clocks regulate physiology, cognition, behavior, and metabolism. In animals with a centralized nervous system, circadian clocks are localized in both neurons and glia of the brain [1–9] These clocks utilize transcriptional/translational feedback loops (TTFLs) in which clock genes promote their own oscillations by activating or inhibiting transcription/translation of other members of the loops [10]. Importantly, there are downstream clock-controlled genes (CCGs) in all cells examined, many of which regulate behavior. CCGs relevant for behavior have been identified in circadian profiling studies, but most such studies have not differentiated between cell types and thus might have missed “cycling genes” with a limited tissue or cell-specific (e.g., astrocyte) expression pattern [However, see [11–14]].

Translating ribosome affinity purification (TRAP) was developed as a method of profiling ribosome-associated RNAs in a cell-type-specific manner [15,16]. Using this method, a ribosomal subunit (L10a) tagged with enhanced green fluorescent protein (EGFP) is expressed in a cell type of interest. Ribosome-bound RNAs are then immunoprecipitated using a high-affinity EGFP antibody and identified using RNA-seq methods. Although not all ribosome-bound transcripts are actively translated, for the majority TRAP methods provide a snapshot of RNA transl**a**tion. We previously adapted this technology for use in *Drosophila* given the existence of the Gal4/UAS binary expression system and the ease with which cell-specific expression studies can be carried out. TRAP permits simple isolation of ribosome-bound RNAs without the need for tissue dissection or cell sorting, thereby providing a more accurate representation of *in vivo* gene expression. Our previous studies, for example, have documented circadian translational profiles of *Drosophila* clock cells [17].

In the present study, we carried out TRAP-seq analyses to identify *Drosophila* CCGs within astrocytes of the adult brain. Such an analysis has not been carried out in any biological model. Mammalian and *Drosophila a*strocytes are morphologically and functionally similar [18–20] and have conserved genome-wide expression profiles [21]. This cell type has important functions in circadian behavior and sleep [3,19,21–27]. Although it is known that astrocytes and other glial cell types possess circadian clocks, little is known about the complement of astrocyte genes showing circadian changes in expression, nor have their behavioral functions been studied. Thus, we employed TRAP by using EGFP-L10a expression in astrocytes to identify ribosome-bound RNAs showing circadian changes in abundance. This analysis revealed RNAs representing 293 genes–many of them previously unidentified–that cycle in abundance in fly astrocytes. Using this list as a starting point, we carried out an RNA-based genetic screen to detect genes required in glial cells for normal patterns of fly sleep. Of interest, we discovered that certain innate immune signaling components are required for normal sleep.

## Results

### TRAP analysis to identify circadianly regulated astrocyte mRNAs

We employed Translating Ribosome Affinity Purification (TRAP) to identify ribosome-bound mRNAs that exhibit circadian rhythms in abundance in fly astrocytes. For this analysis, we generated flies that expressed a tagged large ribosomal subunit (L10a) [17] in astrocytes using the Gal4/UAS binary system and the eaat1-Gal4 driver. As this driver also expresses in a few T1 lamina neurons of the visual system [28,29], we included elav-Gal80 in the genetic background to inhibit Gal4 activity in neurons. Crosses were performed as described in the methods to generate adults that express EGFP-L10a predominantly in astrocytes. As expected, the EGFP-L10a signal was observed in some but not all glial cells of the adult brain, as assessed by antibody staining for EGFP and REPO, a pan-glial protein (Fig 1A). Of cells marked by EGFP-L10a, the great majority were REPO-positive. As previously reported, we see expression of the tagged subunit in the cytoplasm along with the nucleoli, as expected if the subunit incorporated into ribosomes [17]. To ensure that the EGFP-L10a incorporation in astrocytes did not adversely affect circadian behavior, we examined free-running rhythms via locomotor activity and found no effect compared to the control (Fig 1B and 1C).

**Fig 1:**
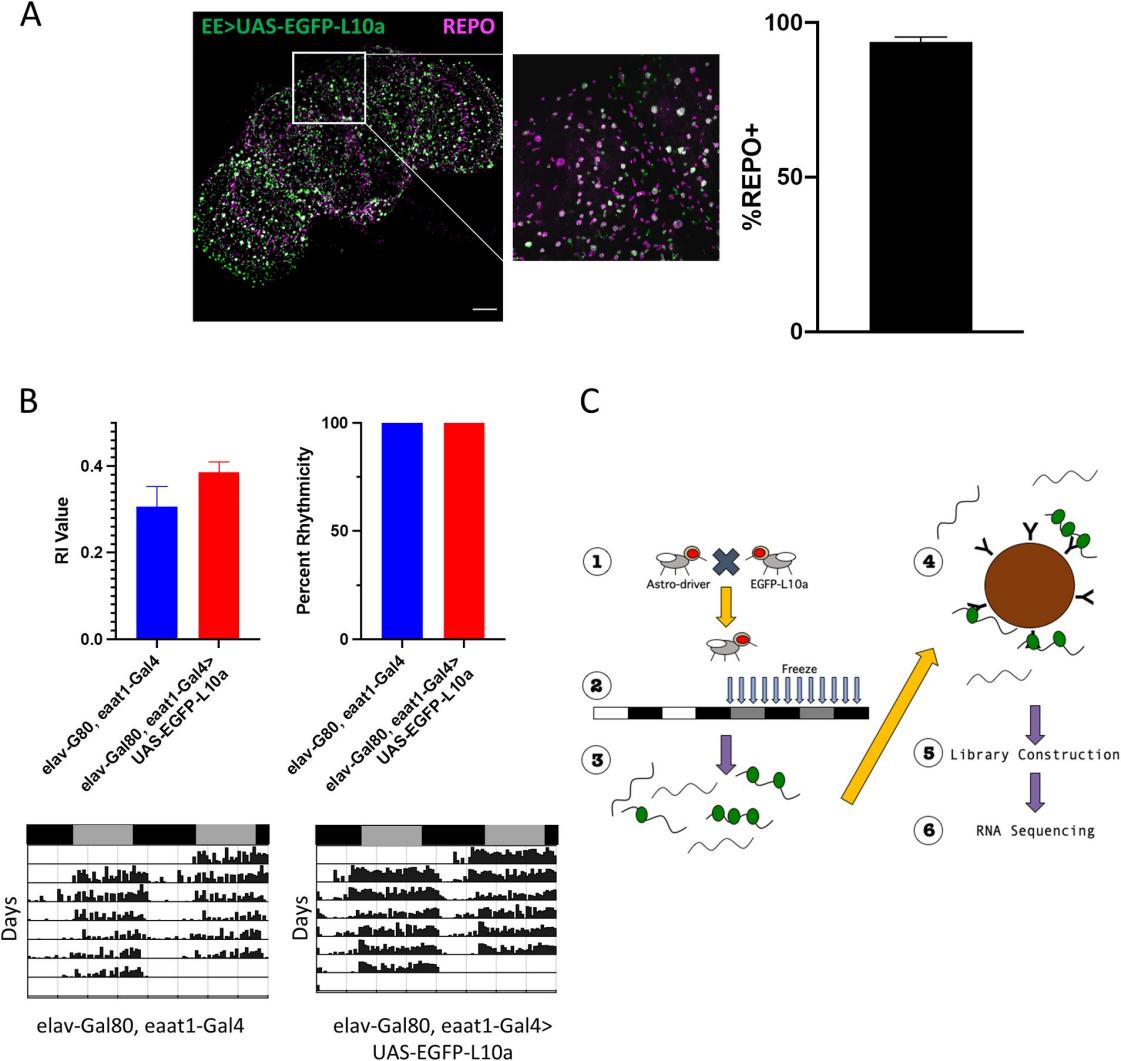
Using TRAP for circadian profiling of fly astrocytes. A) Eaat1-Gal4 with elav-Gal80 (EE) was used to express EGFP-L10a in astrocytes. Brains were also stained with REPO (magenta) to visualize glial cells. Maximum-projection image (left) shows overall distribution of both EGFP-L10a and REPO throughout the brain at 20X magnification. The offset image shows colocalization of EGFP-L10a with REPO at high-magnification (60X). Scale bar = 50 μm. EGFP-L10a cells were counted for REPO positivity with 93.7% ± 1.7% EGFP-L10a cells positive for REPO (n = 4 brains). B) Representative actograms of DD behavior for data represented in C. Black bars represent night (CT0-11) while gray bars represent day (CT12-23). C) Free-running (DD) behavior data for elav-G80, UAS-EGFP-L10a (blue) and elav-Gal80, eaat1-Gal4>E2 (red). Expression of EGFP-L10a does not result in decreased circadian rhythmicity. n = 10 flies for each group. D) Flies were crossed to make progeny that expressed EGFP-L10a in astrocytes (1) and then entrained to a 12:12 LD schedule. Flies were flash frozen every four hours across 2 days in DD (2). RNA was extracted (3) and immunoprecipitated (4) using a high-affinity EGFP antibody. RNA was then converted into cDNA libraries (5) and processed for sequencing (6).

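The TRAP data came from heads of flies frozen every 4 h from 0 to 44 h in DD, which gave 12 time points in each of 2 biological replicates. Each of the 24 cDNA libraries was sequenced 2 times as technical replicates, and the authors deposited the 48 resulting data sets. A data set lists the number of reads that HTSeq-count assigned to each annotated gene, as raw counts without filtering or normalization, after alignment to Release 6 with Tophat and Bowtie. The counts of the technical replicates were added up for each library. Genes with an average of at least 20 counts over the libraries were kept and their counts were quantile normalized, as the paper's methods describe. JTK_CYCLE, a rank test that compares each gene with cosine curves of set periods and peak times (lags), was run on the normalized read counts with periods of 20, 24 and 28 h. Its p comes from the exact distribution of Kendall's statistic and was adjusted for the 18 curves tried (Bonferroni). A gene was called rhythmic at an adjusted p under 0.05 and an amplitude above 0.5. That adjustment is made within each gene, so the Benjamini-Hochberg q over all genes tested was computed as well. As a test on the counts themselves, edgeR's quasi-likelihood test of a cosine and a sine of 24 h (the cosinor fit) was applied to the same genes after TMM normalization, with Benjamini-Hochberg adjustment over the genes. The amplitude of this fit is the height of the peak above the mean of the curve on the log2 scale, and the standard error printed with it is that of a least-squares fit of the same curve to the log2 counts, normalized for library size.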

To generate a circadian translatome for astrocytes, flies expressing EGFP-L10a in astrocytes were collected in four-hour intervals during the first 48 hours of constant darkness (DD) after entrainment to a regular 12 hours lights on, 12 hours lights off (LD 12:12) schedule (Fig 1D). Ribosome-bound RNA was isolated from head tissues by immunoprecipitation using a high-affinity EGFP antibody. This procedure was repeated with flies emerging from independent crosses in order to generate two biological replicates. cDNA libraries were generated from the duplicate samples for each time point for RNA-seq analysis.

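The technical replicates of a library differed by little more than counting noise, for which the chi-square per degree of freedom is 1. It lay between 1.21 and 1.79 for 11 libraries of replicate 1 and between 1.10 and 1.57 for the 12 libraries of replicate 2. Between the biological replicates of a time point it lay between 42.6 and 752. The remaining library of replicate 1, at 28 h, had no usable technical pair: its first data set holds 91 counts on genes, so nearly all of its 16389343 counts come from the second.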

Single-end, 100-base pair reads were obtained for cDNA libraries using an Illumina HiSeq2000 instrument, with an average of >20 million reads per sample. 

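The deposited data give the depth as counts on genes after alignment. The libraries of replicate 1 held between 8203989 and 32826712 counts (median 17949998.5, n = 12), and those of replicate 2 between 6371034 and 37267216 (median 12251542, n = 12). HTSeq-count also tallied the alignments that were not unique and left them out of the gene counts. In replicate 1 they made up 21.7% to 36.9% of all alignments and reads tallied, apart from the 16 h library with 9.47% (95% Wilson interval 9.46 to 9.48). In replicate 2 the share was 3.92% to 7.33%, apart from the 28 h library with 47.0% (95% Wilson interval 46.9 to 47.0). In that 28 h library the 10 genes of highest count held 49.6% of the gene counts (95% Wilson interval 49.5 to 49.6), against 9.20% to 14.6% in the other libraries. Reads were amplified by PCR and carry no molecular identifiers, so these intervals cover counting error only. The tallies of 10 libraries of replicate 1 were 1.20 to 1.36 times the mapped reads of the paper's S1 Table, and that of its 16 h library was 1.00 times. By the reads of the S1 Table, 5.91% to 13.8% were not unique in those 10 libraries and 9.24% in the 16 h library. The 16 h library is thus no exception by the share of reads that were not unique, though its tallies were.

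**Figure D1:**
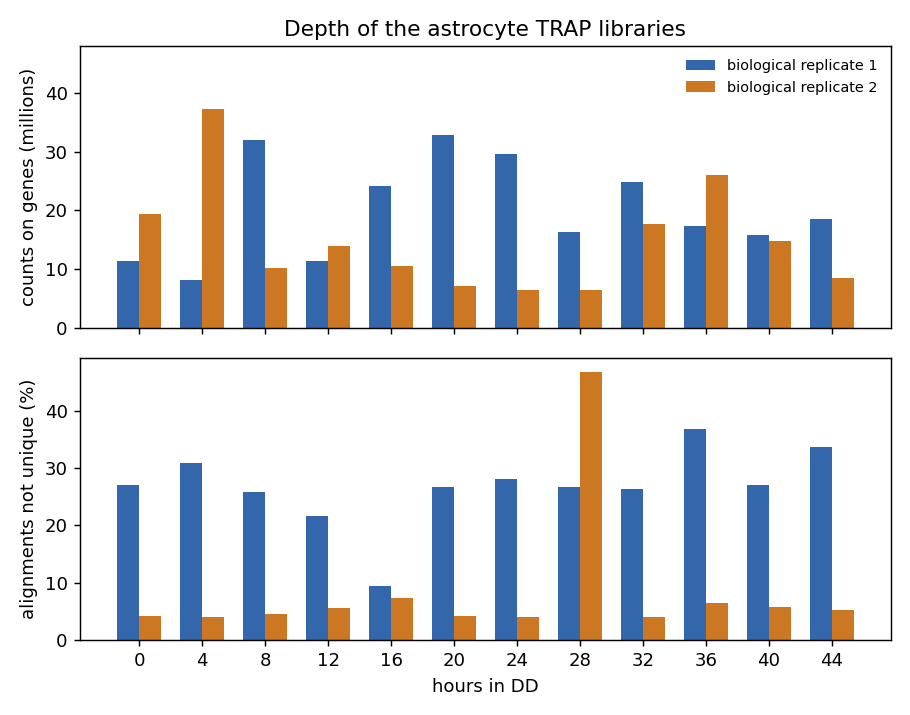
Counts on genes (top) and alignments that were not unique in percent (bottom) for each library, by hours in DD. Each bar is 1 library, blue for biological replicate 1 and orange for biological replicate 2. The 28 h library of replicate 2 stands out with 47.0% of alignments that were not unique and the 16 h library of replicate 1 with 9.47%. By the reads of the paper's S1 Table that 16 h library did not stand out (9.24%, against 5.91% to 13.8% in 10 others of replicate 1).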

Read quality was assessed and reads were aligned to the Berkeley Drosophila Genome Project Release 6 genome assembly as described in Materials and Methods (mapping statistics shown in S1 Table). Importantly, the reads representing biological replicates for each time point were similar to one another with the correlation coefficient (r) **≥** 0.86 and averaging 0.90 across the first day of DD. 

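Across the 9392 genes kept, Pearson's r between the normalized read counts of the biological replicates averaged 0.940 over the first day of DD (SD 0.0221, n = 6 time points). The coefficient was lowest at 0 h, at 0.914, and highest at 16 h, at 0.965. The 16 h library of replicate 1 had tallies of 1.00 times the mapped reads, as did all 12 libraries of replicate 2. Its r may therefore not stand for the other time points. These are correlations across genes, and genes are not independent replicates.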

Overall across both days, the (r) **≥** 0.74 and averaged 0.85 (S1 Fig). 

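Over both days the mean r was 0.917 (SD 0.0341, n = 12 time points), and the lowest value was 0.864 at 44 h. The choice that moved the mean most among those set before the data were examined was the use of raw counts, which gave 0.868, with 0.315 at 28 h. Libraries of different replicates and different time points had a mean r of 0.910 (SD 0.0302, n = 132 pairs). The replicates of a time point were not detectably more alike than that (one-sided permutation test over pairings of the time points, p = 0.126). Libraries of the same replicate at different time points had a mean r of 0.937 (SD 0.0401, n = 132 pairs).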

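The limit of an average of 20 counts was met by 9392 genes over the 24 libraries. When the average was taken over the 48 data sets, 8318 genes met it, and 7660 met it in data sets 1 and 3, which are the first data sets of the biological replicates. Wherever data sets 1 and 3 are used alone, the 28 h library of replicate 1 is left out, because its first data set holds 91 counts. A limit of 50 counts left 7893 genes. The number was 11836 with edgeR's filterByExpr, with the time points as groups. The rhythm tests were also run with limits of 1 count (13238 genes) and 100 counts (6588 genes).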

Collectively across all time points, we detected translating mRNAs representing 7802 genes (S2 Table). As expected for astrocytes, the list of genes includes *gabat*, *Gs2*, *eaat1*, *ebony*, *Nkt*, and *alrm* among others known to be expressed in this cell type.

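Gabat (FBgn0036927, chromosome 3L of Release 6, 19997714 to 20000686, where the annotated gene Tom20 overlaps it) had an average of 2068 counts over the libraries. Its normalized read counts ranged from 1500 ± 612 (SD, n = 2) at 44 h to 2396 ± 253 (SD, n = 2) at 4 h, a range that JTK_CYCLE did not call rhythmic (adjusted exact p = 0.154). The gene of Ebony, e (FBgn0000527, 3R, 21229839 to 21237177), had an average of 675 counts. Its normalized read counts lay between 442 ± 67.2 (SD, n = 2) at 16 h and 934 ± 393 (SD, n = 2) at 0 h (adjusted exact p = 0.226). The deposited data list genes by identifier, and no table available here pairs identifiers with Gs2, Eaat1, Nkt or alrm, so those genes were not analysed.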

### Expression profiles derived using eaat1-Gal4 and alrm-Gal4 are largely overlapping

Our previous astrocyte-profiling experiments were performed using the alrm-Gal4 driver [21,30] which is fairly specific for astrocytes [31] though also weakly expressed in ensheathing glia [32]. We chose eaat1-Gal4 for the present studies because it is expressed at higher levels than alrm-Gal4, facilitating the TRAP immunoprecipitation procedure. The eaat1-Gal4 expression pattern is predominantly astrocytic but also includes some cortex glia [29]. Given these reported differences in expression patterns, we were curious about overlap between the two astrocyte predominant expression profiles. As shown in Fig 2A, the overlap of the two profiles includes 5227 of the 7802 genes detected in our circadian TRAP analysis, suggesting the majority of genes should be considered high confidence astrocyte genes. This represents 78% of genes in the alrm-Gal4 experiments and 67% of the genes in the eaat1-Gal4 experiments. In addition, we found that 226 of 293 identified cycling RNAs (see below) are co-expressed with alrm and eaat1 (Fig 2A). We note that genes differentially expressed in alrm- or eaat1-containing cells may also reflect expression drivers in heterogeneous astrocyte populations rather than another type of glia; alrm-Gal4, for example, apparently does not express in all astrocytes [33]. An important caveat of this comparison is that we only examined gene expression using alrm-Gal4 at a single time point (CT1) and certain genes may be expressed at low levels at this time of day.

**Fig 2:**
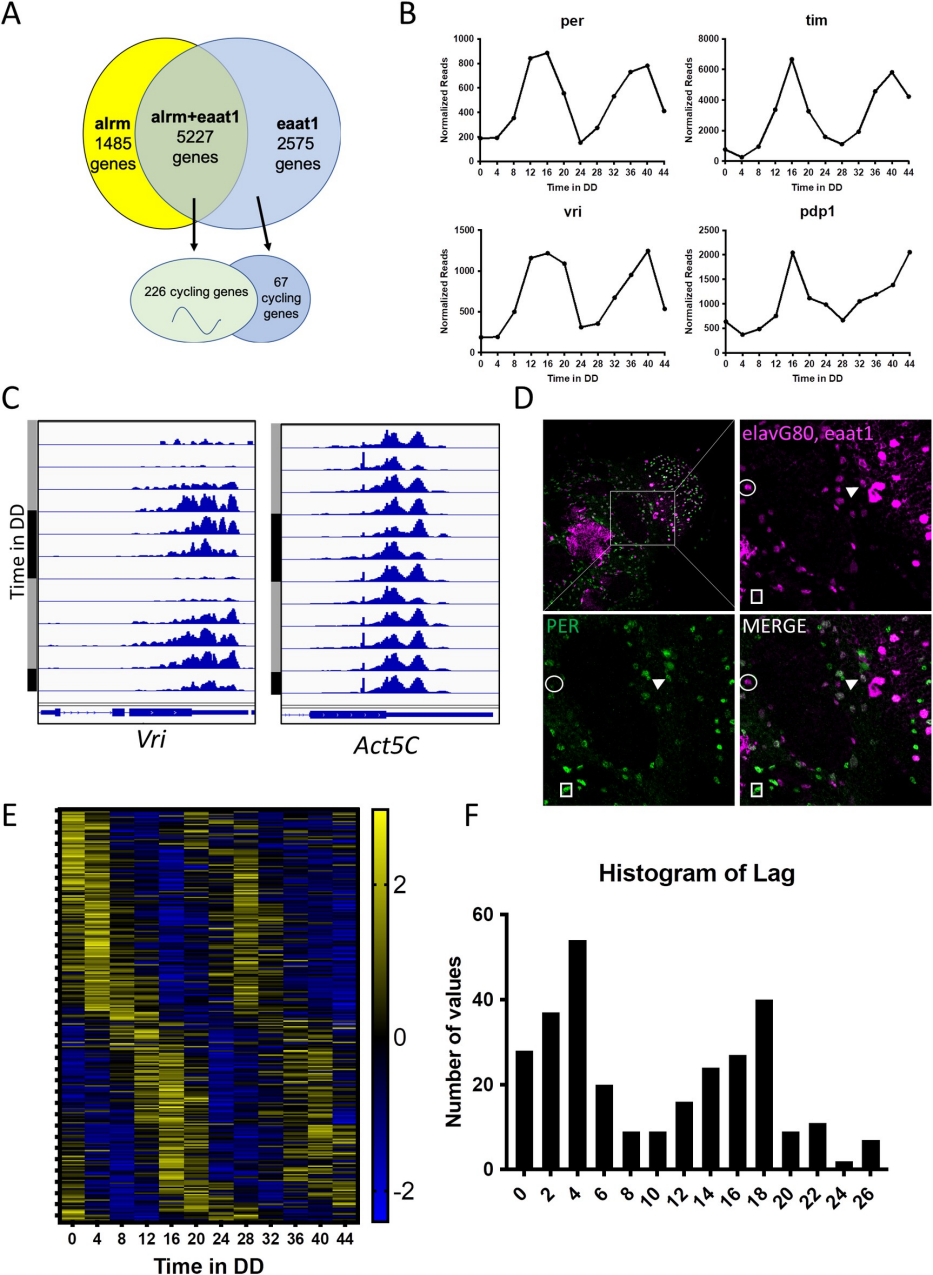
TRAP identifies rhythmic ribosome binding (translation) in astrocytes. A) Comparison of profiled genes in the current eaat1-Gal4 generated study versus a previous alrm-Gal4 generated study [30]. Yellow represents alrm-Gal4 study, blue represents the current eaat1-Gal4 study and green represents the overlap genes. B) Translational profile of select clock genes with the y-axis representing average normalized read counts and the x-axis representing hours in DD. C) Visualization of circadian cycling in sequence reads for the clock gene *vri* and the housekeeping gene *Act5C*. Black bars represent night (CT0-11) whereas gray bars represent day (CT12-23). The relevant intron-exon organization for each gene is shown at the bottom of the panels. D) Confirmation of astrocytic expression of PER by using elav-Gal80, eaat1-Gal4 to drive the nuclear marker DsRed in astrocytes (magenta) and staining with PER (green). Dissections were performed at CT0. Circle represents non-PER+ astrocyte. Square represents PER+ non-astrocyte. Arrows represent PER+ astrocytes. Scale bar = 50 μm. E) Heat map showing normalized levels (z-score) of translation across two days in DD for 293 cycling genes. Yellow represents highest translation whereas blue represents lowest translation. F) Histogram of all 293 cycling genes shows two peaks for translation at CT4 and CT18.

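The gene vri (FBgn0016076) lies on chromosome 2L of Release 6 from 5288944 to 5311223, where a noncoding gene overlaps it. Its normalized read counts were lowest at 0 h, at 184 ± 18.9 (SD, n = 2), and reached 1197 ± 536 (SD, n = 2) at 16 h and 1226 ± 563 (SD, n = 2) at 40 h. JTK_CYCLE gave a lag of 16 h and a period of 24 h (adjusted exact p = 8.48e-05). The cosinor fit gave a log2 amplitude of 1.30 ± 0.16 (SE) with a peak at 14.7 h (adjusted p = 0.000388, edgeR). For Act5C (FBgn0000042, chromosome X, 5900861 to 5905399), normalized read counts ran from 2725 ± 882 (SD, n = 2) at 16 h to 4956 ± 568 (SD, n = 2) at 8 h. Act5C was not called (JTK_CYCLE adjusted exact p = 0.244), and its fitted log2 amplitude was 0.21 ± 0.08 (SE, adjusted p = 0.916, edgeR). With data sets 1 and 3 alone, however, JTK_CYCLE called Act5C (adjusted exact p = 0.0416).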

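JTK_CYCLE called 264 genes in the deposited data, and their lags run in steps of the sampling interval and fractions of it. The most frequent lag was 4 h, with 43 genes, followed by 2 h with 37 and 0 h with 25. A second group of lags lay at 16 h and 18 h, with 23 genes each, and at 14 h with 20. Between these groups lay 12 genes at 8 h, 4 at 10 h and 17 at 12 h, and 4 genes had a lag of 20 h. A lag of 22 h was given to 12 genes.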

### Astrocyte-specific TRAP profiling detects circadian rhythms in ribosome binding

The algorithm JTK-CYCLE was used to detect circadian rhythms in ribosome associated RNAs [34]. This algorithm calculates period, phase and amplitude of cycling transcripts, and it detected 293 mRNAs with significant (p<0.05) circadian changes in ribosome association (S3 Table). 

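Of the 9392 genes tested, 264 met the paper's criteria, 6 of them with a Benjamini-Hochberg q over genes under 0.05. The period of best fit was 28 h for 121 of the calls (45.8%), 24 h for 109 (41.3%) and 20 h for 21, and 13 fitted several periods equally. Of the 293 genes in the paper's S3 Table, 292 were in the deposited data, and 242 of those were called. Another 22 calls are not in that table. Apart from the limits on q, the number of calls fell most with counts scaled to the library total, to 136, 83 of them shared. It rose most with the replicate block, in which each gene is centred within each replicate, to 429, 247 of them shared. With that block 32 genes had a q under 0.05. With the settings of the 264 calls and the time points permuted within each replicate, 99 permuted orders gave 32 to 937 calls (median 114), and at most 1 gene with a q under 0.05.
The edgeR cosinor fit found a 24 h rhythm in 31 genes at an adjusted p under 0.05, of which 30 were also JTK_CYCLE calls. At an unadjusted p under 0.05 it found 506 genes, where the nominal number is 469.6. Orders permuted within replicates gave a median of 204 genes, and 4 of 100 orders, the real one included, gave at least 506. Of the JTK_CYCLE calls, 213 had an unadjusted cosinor p under 0.05. Among 163 genes chosen by JTK_CYCLE in replicate 1 alone, 62.0% had a peak time in replicate 2 within 4 h of that in replicate 1, against 37.0% of all genes tested (permutation test with 10000 random lists, p = 0.0001, the smallest that they can give). The share was lower, 46.5% against 37.0%, for 340 genes chosen in replicate 2 and checked in replicate 1. It was 42.4% against 34.3% for genes chosen on day 1 and checked on day 2. The random lists treat genes as independent, and permuted time points were not tried for these shares. The p therefore does not allow for genes that vary together. From the JTK_CYCLE calls, the paper states that these mRNAs change their ribosome association over the circadian day.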

Of the 293 cycling mRNAs detected using eaat1-Gal4, 226 of them were also detected using alrm-Gal4, including all the aforementioned rhythmic clock genes. This set can be considered “high-confidence” astrocyte cycling genes. Finally, 50 of the 293 transcripts were previously identified as showing “enriched” expression in fly astrocytes compared to total head RNA [21,30]. Glia are known to contain PER-based oscillators [8], and importantly, known rhythmic clock genes *per*, *tim*, *vri*, *and pdp1* were among the cycling collection (Fig 2B and 2C). In contrast, *Clk* did not exhibit robust and statistically significant circadian changes in these experiments, although there was obvious low-amplitude cycling with examination of the sequence reads for this gene (not shown). This may reflect failure of JTK.CYCLE to detect cycling for mRNAs with a low expression level, heterogeneity for *Clk* expression in the astrocyte population or (perhaps less likely) a difference between neuronal and glial oscillators.

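The gene per (FBgn0003068, chromosome X of Release 6, 2685580 to 2692780, overlapped by dyw) had 151 ± 17.9 normalized read counts (SD, n = 2) at 24 h and 872 ± 201 (SD, n = 2) at 16 h. JTK_CYCLE placed its lag at 14 h with a period of 24 h (adjusted exact p = 3.09e-08). The fitted log2 amplitude was 1.19 ± 0.09 (SE) with a peak at 14.1 h (adjusted p = 1.07e-06, edgeR). For tim (FBgn0014396, 2L, 3493986 to 3508119), normalized read counts rose from 256 ± 1.92 (SD, n = 2) at 4 h to 6565 ± 274 (SD, n = 2) at 16 h. Its lag was 16 h (adjusted exact p = 3.31e-07). Its log2 amplitude of 1.62 ± 0.18 (SE) was the largest among the 35 genes from the article's text or Table 1 that were analysed by name (adjusted p = 4.95e-05, edgeR). Pdp1 (FBgn0016694, 3L, 7811458 to 7867369) had a lag of 18 h (JTK_CYCLE adjusted exact p = 0.00456). Its normalized read counts were 366 ± 92.0 (SD, n = 2) at 4 h, 2011 ± 485 (SD, n = 2) at 16 h and 2019 ± 1709 (SD, n = 2) at 44 h, so that the replicates at 44 h differed by more than the mean changed. The cosinor fit of Pdp1, with a log2 amplitude of 0.86 ± 0.19 (SE), did not pass the adjustment over all genes (adjusted p = 0.0922, edgeR), but passed with the replicate block (0.0217).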

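Clk (FBgn0023076, chromosome 3L of Release 6, 7763233 to 7775603, overlapped by CG32371) had an average of 222 counts over the libraries, below the averages of per (492) and vri (679). Its normalized read counts were highest at 4 h, at 341 ± 153 (SD, n = 2), and at 28 h, at 330 ± 44.6 (SD, n = 2). They were lowest at 12 h, at 115 ± 71.4 (SD, n = 2). At 16 h the replicates were far apart, at 400 in replicate 1 and 140 in replicate 2. JTK_CYCLE gave a lag of 4 h and an adjusted exact p of 0.598. The fitted log2 amplitude of 0.35 ± 0.18 (SE) peaked at 1.06 h (adjusted p = 1.00, edgeR, unadjusted p = 0.184). In simulated data with the depths and mean counts of these libraries, JTK_CYCLE called 28.6% of 49 genes with a log2 amplitude of 0.25 and 47.9% of 48 with 0.5. The simulated noise was independent between genes and libraries, without a difference between the replicates. In that setting an amplitude of this size was not reliably detectable.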

A previous report indicated that that fly astrocytes do not express PER [35], but we have identified astrocytic PER in this study and in previous studies (Fig 2B and 2D) [21]. In agreement, another recent study examined PER localization specifically in the distal medulla of the optic lobe and found that astrocytes in that area contain either low or undetectable amounts PER [36]. Using the same astrocyte driver as our TRAP experiments (eaat1-Gal4 with elav-Gal80), we marked astrocytes with nuclear DsRed (magenta) and stained the brains with PER (green) (Fig 2D). We found DsRed labeled astrocytes both with and without PER (30.3% ± 3.7% contained the clock protein; n = 5 brains), indicative of heterogeneity in fly astrocytes.

### Daily peaks of ribosome-binding indicate two dominant phases of translation

A previous study from our lab identified genes showing rhythms of ribosome-binding in circadian clock cells [17]. That study indicated there were two major phases of rhythmic ribosome binding (translation), one at mid-day and one during the night. These time periods are predicted to correspond to periods of lower metabolic expenditure due to low locomotor activity. Similarly, we observed two major peaks of ribosome binding for astrocytes (Fig 2E and 2F). 

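Among the 264 genes called by JTK_CYCLE, 106 had a lag of 2 to 6 h (40.2%, 95% Wilson interval 34.4 to 46.2) and 68 a lag of 14 to 18 h (25.8%, 95% Wilson interval 20.9 to 31.4). The labels of all 24 libraries were permuted 100 times for comparison. The median share of calls over these orders was 23.7% for the earlier lags and 26.1% for the later ones. Of 101 orders with the real one included, 15 gave as large a share of earlier lags and 51 as large a share of later lags. Of the 31 genes of the cosinor fit, 32.3% had a peak time at 2 to 6 h (95% Wilson interval 18.6 to 49.9) and 35.5% at 14 to 18 h (21.1 to 53.1). With the first principal component of the libraries removed, a step chosen after the data were seen, the shares of JTK_CYCLE calls were 29.2% and 23.5%.

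**Figure D2:**
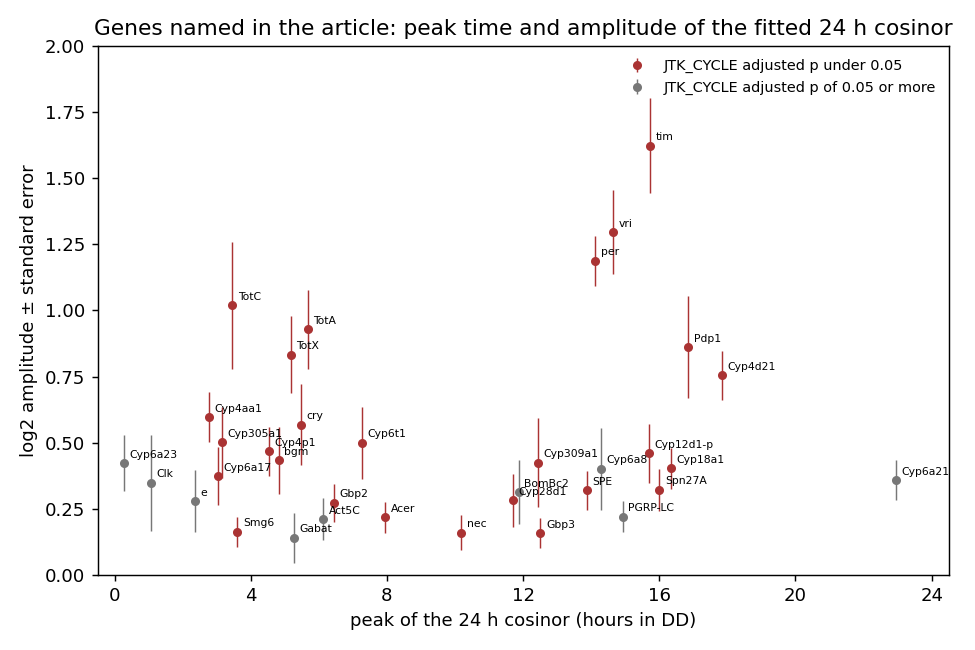
Peak time in hours in DD (x axis) and log2 amplitude with its standard error (y axis) of the 24 h cosinor fit for the genes that were analysed by name, all of them named in the article's text or in Table 1. Red marks a JTK_CYCLE adjusted p under 0.05 and grey one of 0.05 or more. The peak of per lies at 14.1 h and that of Clk at 1.06 h.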

The previous circadian TRAP study utilized the tim-Gal4 driver, which is expressed in both neurons and glial cells [17], but there was surprisingly little overlap between the lists derived in Huang et al. and the current study. Out of 293 genes identified in the current study, only 34 were previously determined to be cycling in tim-containing clock cells. The lack of overlap is likely due to the cell-type specificity of the two profiling studies; i.e, certain genes that cycle in astrocytes may not do the same in *tim*-positive cells. It is of interest, nonetheless, that daily profiles of ribosome binding are similar in clock cells and astrocytes.

### Categories of cycling genes

We performed gene ontology (GO) analyses using Database for Annotation, Visualization and Integrated Discover (DAVID) to define overrepresented categories of proteins encoded by cycling genes [37]. Twenty-nine biological processes were determined to be enriched, the majority of which are contained within two more general categories: “Stress and Immunity” and “Circadian and Sleep” (Table 1). Thirteen members of the cytochrome P450 family were present in our “Stress and Immunity” list. These could be separated into two groups for which peak translation was either at the very beginning of the day (ZT0) or in the middle of the night (ZT16) (S2A Fig).

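JTK_CYCLE called 10 genes with a cytochrome P450 symbol: Cyp12d1-p, Cyp18a1, Cyp28d1, Cyp305a1, Cyp309a1, Cyp4aa1, Cyp4d21, Cyp4p1, Cyp6a17 and Cyp6t1. Their adjusted exact p ran from 1.16e-05 for Cyp4d21 to 0.0201 for Cyp28d1. The cosinor fit of Cyp4d21 (FBgn0031925, chromosome 2L of Release 6, 7605600 to 7607701) had a log2 amplitude of 0.75 ± 0.09 (SE, adjusted p = 0.000388, edgeR). The other 3 members that the paper lists were not called: Cyp6a21 (adjusted exact p = 0.0516), Cyp6a23 (adjusted exact p = 0.0616) and Cyp6a8 (adjusted exact p = 0.0948). Cyp6a8, with an average of 22.1 counts, lay just above the limit of 20. TMM normalization in place of quantile normalization brought Cyp6a21 and Cyp6a8 under 0.05 and took Cyp6t1 above it (adjusted exact p = 0.0616). A period of 24 h alone brought Cyp6a21 and Cyp6a23 under it. Data sets 1 and 3 alone did so too but took Cyp6a17 above it (adjusted exact p = 0.191). They lack the 28 h library of replicate 1, in which Cyp6a17 had 1374 normalized read counts, so the cause of that change is open. Cyp6a21 and Cyp6a23 were also called with the replicate block (adjusted exact p = 0.0358 and 0.0201) and with data sets 2 and 4 alone (0.0296 and 0.0271). Neither of these settings took a called member above 0.05. Cyp6a17, Cyp6a23, Cyp6a21 and Cyp6a8 lie close together on chromosome 2R, between 14873953 and 14889010, and reads that align equally well to several of them were not counted. The family could not be tested for enrichment, because the tables available here give a symbol for 18.2% of the genes tested.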

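The 10 called members fell into groups of 5. Cyp4aa1 had a lag of 2 h, Cyp305a1 and Cyp6a17 of 4 h, and Cyp4p1 and Cyp6t1 of 6 h. Cyp28d1 and Cyp309a1 had a lag of 12 h, Cyp12d1-p of 16 h, and Cyp18a1 and Cyp4d21 of 18 h. Normalized read counts of Cyp4d21 were 242 ± 13.4 (SD, n = 2) at 32 h and 733 ± 158 (SD, n = 2) at 16 h. In the earlier group, those of Cyp4p1 (FBgn0015037, chromosome 2R of Release 6, 9240041 to 9242139, overlapped by hig) were 829 ± 123 (SD, n = 2) at 4 h and 385 ± 26.4 (SD, n = 2) at 20 h. Of the members not called, Cyp6a21 had a lag of 0 h, Cyp6a23 of 2 h and Cyp6a8 of 17 h.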

**Table 1:** Gene Ontology for Enriched Biological Processes.

Term	Count	%	P-Value	Fold Enrichment
oxidation-reduction process	24	8.2	1.50E-05	2.8
circadian rhythm	9	3.1	3.90E-05	7
rhythmic behavior	4	1.4	2.20E-03	14.8
response to DDT	5	1.7	2.50E-03	8.6
response to oxidative stress	8	2.7	3.00E-03	4.2
modulation of synaptic transmission	5	1.7	8.40E-03	6.2
response to fungus	4	1.4	8.90E-03	9.1
proteolysis	19	6.5	1.00E-02	1.9
aromatic amino acid family metabolic process	3	1	1.10E-02	18
insecticide catabolic process	4	1.4	1.10E-02	8.4
response to bacterium	5	1.7	1.50E-02	5.2
innate immune response	7	2.4	2.10E-02	3.2
entrainment of circadian clock	3	1	2.50E-02	12
mating behavior	3	1	2.90E-02	11.1
carbohydrate phosphorylation	3	1	2.90E-02	11.1
developmental pigmentation	3	1	3.30E-02	10.3
response to endoplasmic reticulum stress	4	1.4	3.50E-02	5.5
cellular response to heat	3	1	3.80E-02	9.6
negative regulation of transcription regulatory region DNA binding	2	0.7	4.10E-02	48
sleep	7	2.4	4.10E-02	2.8
visual behavior	3	1	4.20E-02	9
locomotor rhythm	5	1.7	4.40E-02	3.8
regulation of circadian sleep/wake cycle, sleep	3	1	4.70E-02	8.5
UDP-N-acetylglucosamine metabolic process	2	0.7	6.10E-02	32
cuticle pigmentation	3	1	6.40E-02	7.2
carbohydrate metabolic process	6	2.1	6.90E-02	2.7
circadian temperature homeostasis	2	0.7	8.00E-02	24
neuron cellular homeostasis	3	1	9.40E-02	5.8
chitin catabolic process	3	1	9.40E-02	5.8
**Stress and Immunity**	**Circadian and Sleep**			
Sardh, Per, bgm, Cyp6a17, Ple, nec, TotA, CG4842, Drat, Cyp6a23, SPE, Hf, Cyp18a1, sud1, Cyp6a21, Thor, Cyp6a8, Cyp305a1, Hpd, Cbs, Shop, Naprt, Ire1, Cyp4p1, CG1434, Cyp28d1, Meigo, CG10211, PGRP-LB, TotX, Sid, TotC, CG13077, CG9372, Cyp12d1-p, Cyp4d21, Cyp309a1, Cyp6t1, CG9747, Tg, Tsf1, Cyp4aa1	qsm, per, bgm, Lttn1, CG11407, CG7079, to, vri, Drat, CG5945, cry, Acer, Spn27A, Pdp1, CG2016, tim			

We also performed a literature search to assess what was known about each cycling astrocyte gene. This indicated that only 52 were previously identified as having circadian expression profiles (S4 Table). Thus, the majority identified in the present study are newly described cycling genes. Among this collection are genes of the Turandot family (S2B Fig), known to be induced by stress and innate immune responses via the JAK-STAT pathway [38,39]. 

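TotA (FBgn0028396) and TotC (FBgn0044812) are neighbours on chromosome 3R of Release 6, from 20871036 to 20871700 and from 20872988 to 20873580, and TotX (FBgn0044810) lies at 20904917 to 20905518, within the bounds of Grik. TotA had 2388 ± 1217 normalized read counts (SD, n = 2) at 28 h and 588 ± 201 (SD, n = 2) at 44 h. Its lag was 6 h (JTK_CYCLE adjusted exact p = 0.000155) and its log2 amplitude 0.93 ± 0.15 (SE, adjusted p = 0.0227, edgeR). TotX likewise had a lag of 6 h (adjusted exact p = 0.000826) and a log2 amplitude of 0.83 ± 0.15 (SE, adjusted p = 0.0250, edgeR). TotC had a lag of 2 h with a period of 28 h (adjusted exact p = 0.00711). Its fitted log2 amplitude was 1.02 ± 0.24 (SE), and its replicates were far apart at 4 h, where the mean was 1359 ± 1223 (SD, n = 2). The fit of TotC did not pass the adjustment over all genes (adjusted p = 0.0834, edgeR), but passed with the replicate block (0.0275). Reads that align equally well to several Turandot genes were not counted.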

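Gbp2 (FBgn0034200, chromosome 2R of Release 6, 17137240 to 17139595, overlapped by CG43103) reached 4845 ± 602 normalized read counts (SD, n = 2) at 4 h and was lowest at 44 h, with 2675 ± 817 (SD, n = 2). JTK_CYCLE gave it a lag of 4 h and a period of 28 h (adjusted exact p = 0.00226). The log2 amplitude of its 24 h cosinor fit was 0.27 ± 0.07 (SE, adjusted p = 0.438, edgeR). Gbp3 (FBgn0039031, 3R, 22977270 to 22978164) varied less, from 3067 ± 163 (SD, n = 2) at 24 h to 4626 ± 337 (SD, n = 2) at 12 h. Its lag was 12 h with a period of 28 h (adjusted exact p = 0.0430), and its log2 amplitude was 0.16 ± 0.06 (SE, adjusted p = 0.921, edgeR). With a period of 24 h alone, Gbp3 was no longer called (adjusted exact p = 0.0752). It was not called with data sets 1 and 3 either (0.126), nor in the fits that each left out 1 replicate (0.0573 to 0.968), and its adjusted exact p was 0.000731 to 0.0430 under the other 3 alternatives.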

Of related interest, mRNAs encoding proteins of the Bomanin and Growth Blocking Peptide families–also induced by stress and immune responses–show circadian rhythmicity (Figs 4 and S2B). Similarly, multiple components of Toll signaling, *necrotic* (*nec*), *Serpin 27A* (*Spn27A*), and *Spätzle-processing enzyme* (*spe*), also show rhythmicity in fly astrocytes (S2D Fig). 

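SPE (FBgn0039102, chromosome 3R of Release 6, 23686255 to 23688147, overlapped by CG18754) had 2241 ± 626 normalized read counts (SD, n = 2) at 0 h and 3943 ± 492 (SD, n = 2) at 36 h. Its lag was 14 h with a period of 28 h (JTK_CYCLE adjusted exact p = 0.00138). Spn27A (FBgn0028990, 2L, 6671065 to 6673347, overlapped by cup and CG34310) peaked at 16 h, with 1380 ± 91.1 (SD, n = 2), and was lowest at 28 h, with 779 ± 3.05 (SD, n = 2). JTK_CYCLE gave a lag of 18 h (adjusted exact p = 0.0134). Both genes had a log2 amplitude of 0.32 in the cosinor fit, with standard errors of 0.07 and 0.08, and neither passed the adjustment over all genes (adjusted p = 0.244 and 0.261, edgeR). For nec (FBgn0002930, 2R, 7156477 to 7158241, overlapped by pk), the highest value was 2837 ± 162 (SD, n = 2) at 36 h and the lowest 1988 ± 492 (SD, n = 2) at 0 h. Its lag was 12 h (adjusted exact p = 0.0165) and its log2 amplitude 0.16 ± 0.07 (SE, adjusted p = 1.00, edgeR). With TMM normalization JTK_CYCLE did not call nec (adjusted exact p = 0.166), and with data sets 1 and 3 alone it called neither nec (0.262) nor Spn27A (0.0554).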

*Spe* cleaves Spätzle (SPZ) protein to generate a Toll receptor ligand. A recent study identified astrocytic *spz* as essential for communicating sleep need via neuronal Toll signaling [40].

### Identification of genes required for normal sleep

A number of the observed cycling astrocyte genes are regulated by sleep deprivation or associated with sleep defects (e.g., *Bgm* and *Acer*). 

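The gene bgm (FBgn0027348, chromosome 2L of Release 6, 14013004 to 14019328) had 4374 ± 328 normalized read counts (SD, n = 2) at 16 h and 10798 ± 2588 (SD, n = 2) at 28 h. JTK_CYCLE placed its lag at 3 h with a period of 28 h (adjusted exact p = 0.000323), and the log2 amplitude of the cosinor fit was 0.43 ± 0.13 (SE, adjusted p = 0.449, edgeR). Acer (FBgn0016122, 2L, 8521933 to 8525740, overlapped by lmgA and lmgB) rose from 1636 ± 173 (SD, n = 2) at 44 h to 2762 ± 139 (SD, n = 2) at 4 h. It had a lag of 8 h and a period of 28 h (adjusted exact p = 0.0109), with a log2 amplitude of 0.22 ± 0.06 (SE, adjusted p = 0.561, edgeR).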

As proof of principle that other cycling mRNAs might be important for this rhythmic process, we performed RNAi-based screens to identify additional genes important for sleep behaviors. Certain genes were screened using the repo-Gal4 driver to produce knockdowns but most were screened using eaat1-Gal4, a driver expressed predominantly in astrocytes (S5 Table).

As post-transcriptional mechanisms are known to regulate rhythmicity, we examined behavior in flies with a knockdown of *smg6*, which encodes a nuclease required for nonsense-mediated decay (NMD). 

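Smg6 (FBgn0039260, chromosome 3R of Release 6, 25029429 to 25033465) had an average of 920.2 counts over the libraries. Its normalized read counts were highest at 4 h on the first day, at 1060 ± 18.9 (SD, n = 2), and at 28 h on the second, at 1282 ± 75.7 (SD, n = 2). The lowest values were 822 ± 48.6 (SD, n = 2) at 12 h and 807 ± 162 (SD, n = 2) at 44 h. JTK_CYCLE gave a lag of 2 h and a period of 28 h (adjusted exact p = 0.0109). The 24 h cosinor fit had a log2 amplitude of 0.16 ± 0.06 (SE) with a peak at 3.61 h and did not pass the adjustment over all genes (adjusted p = 0.885, edgeR). With TMM normalization JTK_CYCLE did not call Smg6 (adjusted exact p = 0.0869), and with a period of 24 h alone the lag moved to 6 h.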

*Smg6* mRNA exhibited cycling across 48 hours of DD with peak abundance during the morning (Fig 3A). Knockdown of *Smg6* in all glial cells significantly decreased night sleep and increased the number of night sleep bouts (Fig 3B and 3C), indicating sleep fragmentation. As expected for those results, the length of night sleep bouts was decreased but not to statistical significance. There was no effect on day sleep (S3A Fig). We tested a second smg6 RNAi transgene but did not observe any significant effects on night sleep, an uninterpretable negative result. As our profiling experiment focused specifically on astrocytes, we repeated these experiments with the eaat-Gal4 driver and found similar results (including a significant decrease in the average maximum night bout length), suggesting an astrocytic specific role for SMG6 in night sleep (Figs 3D and S3B).

**Fig 3:**
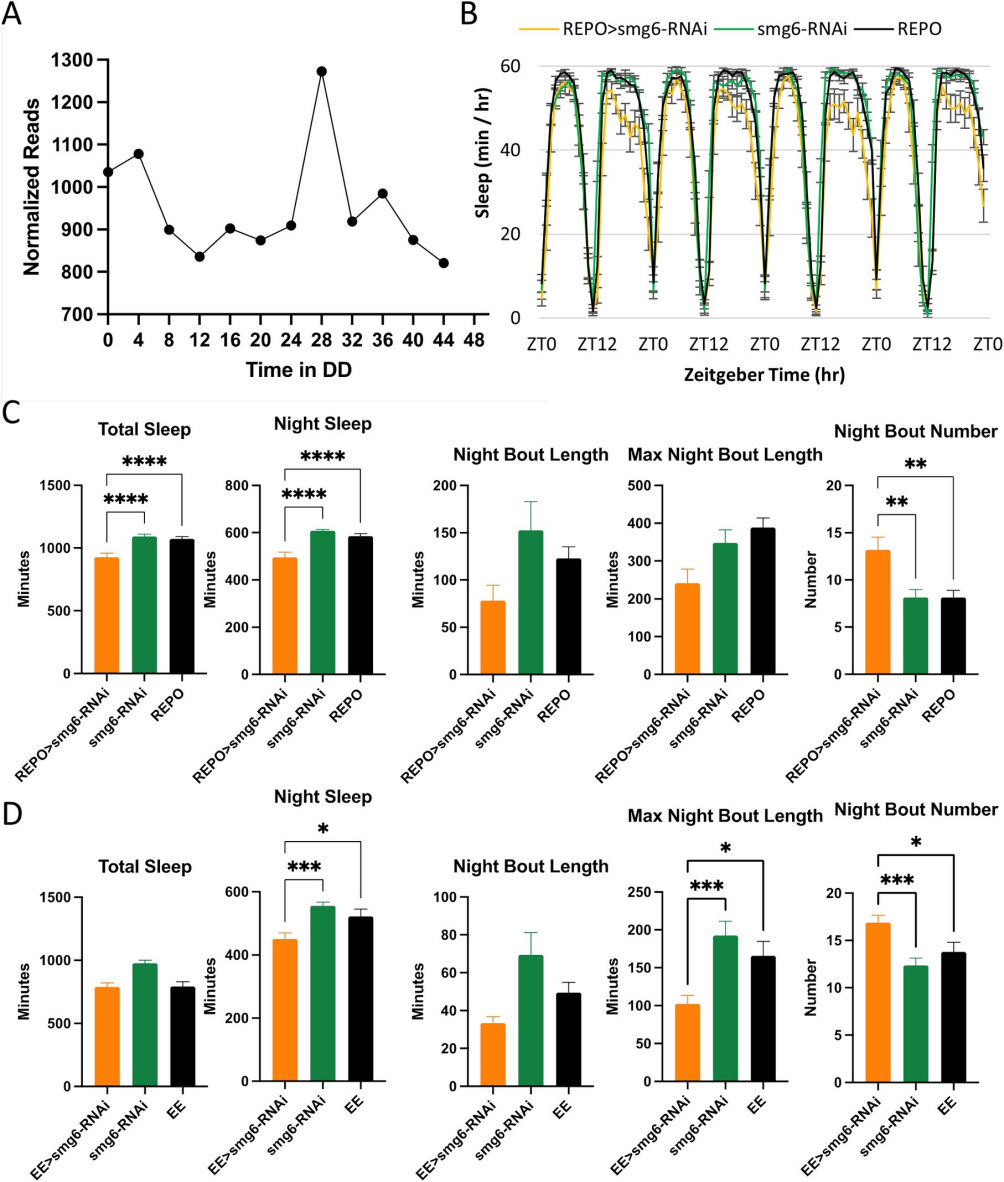
Smg6 is required for normal night sleep. A) Normalized read count across two days in DD derived from the astrocyte TRAP. Results are averages of two data sets per time point. B) Average sleep behavior across four days for REPO>SMG6-RNAi (orange, n = 23), SMG6-RNAi (green, n = 25), and REPO (black, n = 32). C) Average total sleep, night sleep, night bout length and night bout number for REPO (pan-glial) experiments. Results are mean ± SEM, One-way ANOVA, **p < 0.01, ****p < 0.0001. D) Average total sleep, night sleep, night bout length, and night bout number for EE (astrocyte) experiments. Results are mean ± SEM, One-way ANOVA, *p < 0.05, ***p < 0.001.

Given the presence of many cycling immune- and stress-related mRNAs in our dataset, we screened a number of the relevant genes (S5 Table) for sleep phenotypes. For example, we examined the function of the Turandot (Tot) family of genes, which are induced with stress. Knockdown of *TotA* decreased day sleep amount with a concomitant decrease in day sleep bout length and increased day bout number (S4A and S4B Fig). Similarly, knockdown of *TotC* in astrocytes caused day and night sleep fragmentation (S4C and S4D Fig).

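The gene BomBc2 (FBgn0034331) lies on chromosome 2R of Release 6 from 18384824 to 18385589, where BomS4 overlaps it. It had an average of 15606 counts over the libraries, the highest among the 35 genes from the article's text or Table 1 that were analysed by name. Normalized read counts peaked at 8 h on the first day, at 19867 ± 3043 (SD, n = 2), and at 36 h on the second, at 22626 ± 2185 (SD, n = 2). They were lowest at 0 h, at 9141 ± 2083 (SD, n = 2), and at 24 h on the second day they were 13204 ± 3245 (SD, n = 2). JTK_CYCLE gave a lag of 10 h, a period of 28 h and an adjusted exact p of 0.0516. With a period of 24 h alone BomBc2 was called (adjusted exact p = 0.0342), with a lag of 12 h. The cosinor fit had a log2 amplitude of 0.31 ± 0.12 (SE, adjusted p = 0.916, edgeR).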

BomBc2, also identified as a cycling astrocyte gene (Fig 4A), is a member of a family of small, secreted immune induced peptides called Bomanins (Boms). Knockdown of BomBc2 in glia resulted in significantly decreased night sleep and increased day sleep, particularly in the first half of the day (Fig 4B and 4C), with an expected increase in sleep latency (Fig 4C). Characteristic of many sleep mutants, sleep was significantly fragmented with shorter and more frequent night sleep bouts (Fig 4C). The knockdown flies also exhibited increased day sleep, although this did not fully compensate for the decrease observed during the night (Fig 4B). Expression of a second *BomBc2* RNAi resulted in similar phenotypes although the sequence of that RNAi partially overlaps the one employed in Fig 4. Surprisingly, knockdown of *BomBc2* using the eaat1-Gal4 driver did not result in sleep alterations, suggesting that eaat1-Gal4 does not produce a sufficient knockdown of BomBc2 or that the gene functions in a non-astrocyte class of fly glial cells.

**Fig 4:**
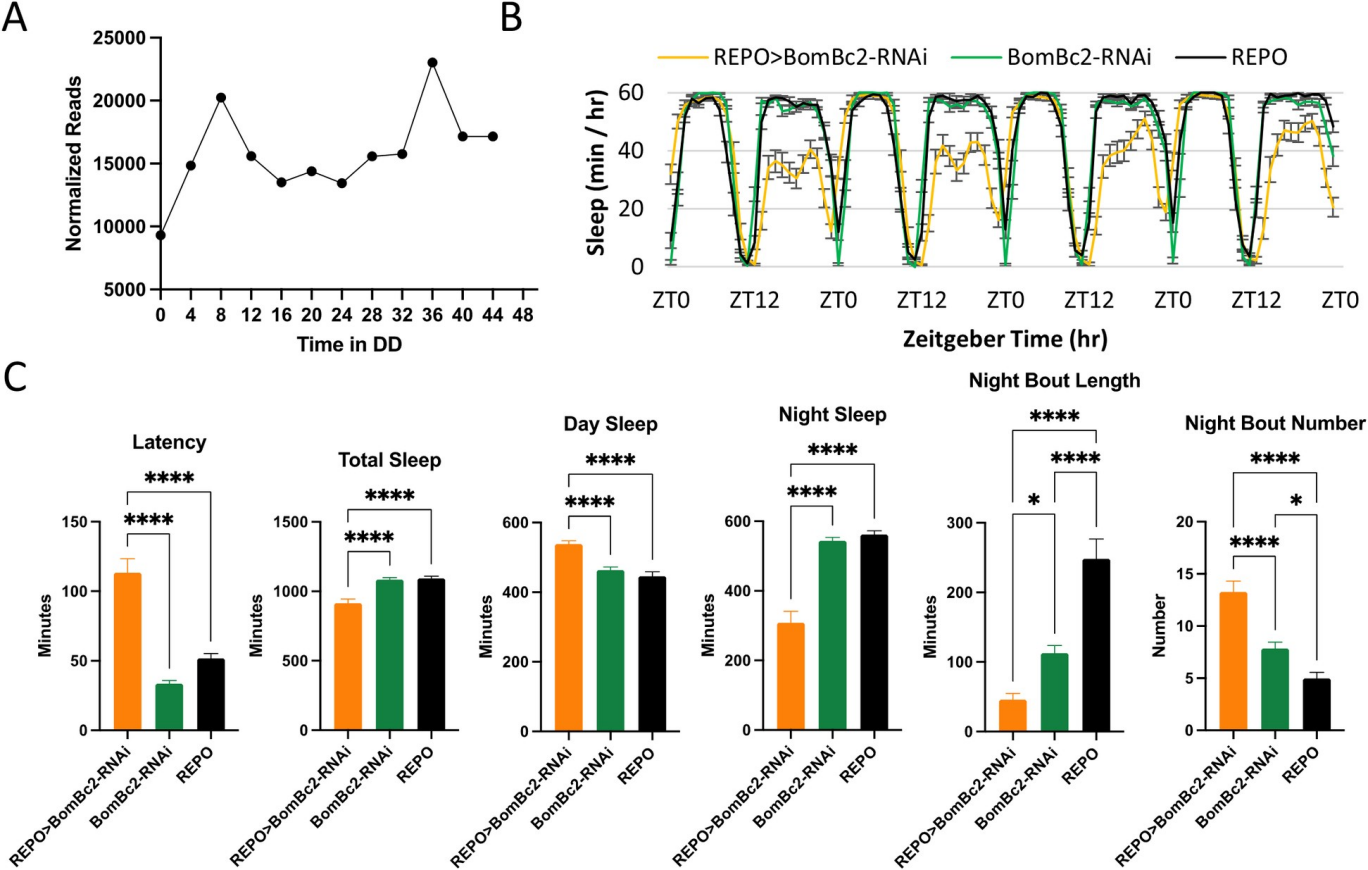
BomBc2 is required in glia for normal sleep behavior. A) Normalized read count across two days in DD derived from the astrocyte TRAP. Results are averages of two data sets per time point. B) Average sleep behavior across three days for REPO>BomBc2-RNAi (orange, n = 30), BomBc2-RNAi (green, n = 30), and REPO (black, n = 30). C) Average latency, total sleep, day sleep, night sleep, night bout length, and night bout number. Results are mean ± SEM, One-way ANOVA, *p < 0.05, ****p < 0.0001.

Both the Toll and Immune Deficiency (IMD) signaling pathways regulate the release of secreted factors, including BomBc2, as a consequence of an immune response. Our studies identified cycling genes encoding a number of Toll signaling components, including *spe*, and the *serpins Spn27A* and *nec*. Examination of all expressed astrocyte genes (S2 Table) revealed four additional Toll signaling components: *Toll-7*, s*pz*, *spz3*, *spz5*. Of the cycling genes, only astrocyte knockdown of *nec–*a negative regulator of Toll signaling–disrupted sleep patterns. Expression of either of two different RNAi transgenes targeting nec resulted in lethality or shortened life span, indicating a vital function. Despite the reduced lifespan, we obtained adult flies with normal morphology and seemingly normal locomotor behavior and were able to use them for sleep assays. Importantly, waking activity was normal for these flies suggesting that they were not simply debilitated (Day activity: knockdown, 2.71 ± 0.13 (counts/min); UAS, 2.73 ± 0.07 (counts/min); Gal4, 2.08 ± 0.06 (counts/min). Night activity: knockdown, 3.32 ± 0.16 (counts/min); UAS, 3.32 ± 0.10 (counts/min); Gal4, 2.58 ± 0.06 (counts/min)). Nonetheless, nec knockdown flies exhibited a robust increase in total sleep, due predominantly to increased day sleep (Fig 5B and 5C), and day sleep was also fragmented (Fig 5C). In contrast, night sleep was fairly normal. We note that latency to the first night bout was significantly shortened (Fig 5B and 5C), consistent with the sleep phenotype. We also tested a third RNAi strain and found decreased day bout length compared to the controls (S5 Table), indicative of fragmentation.

**Fig 5:**
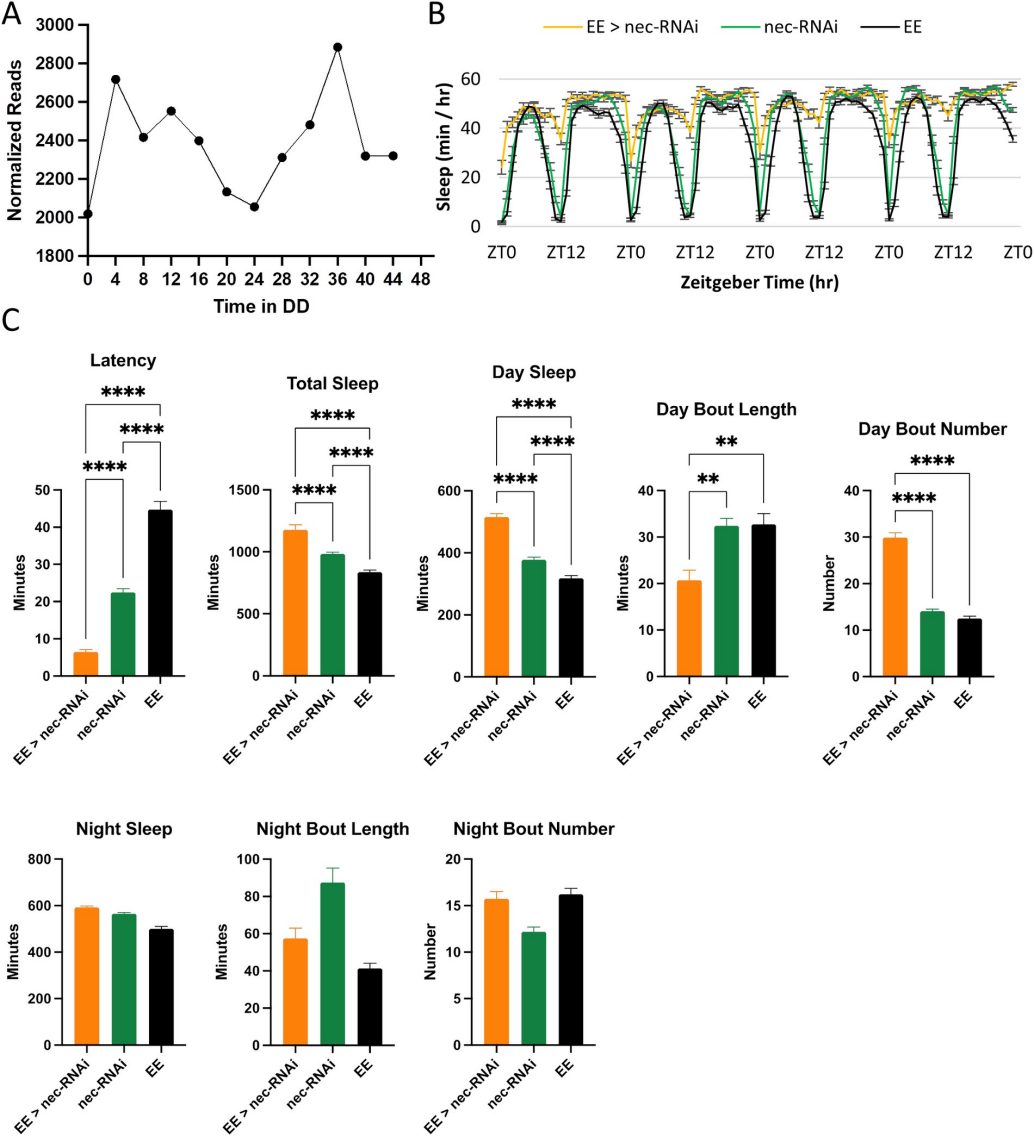
Astrocytic nec is required for normal day sleep. A) Normalized read count across two days in DD derived from the astrocyte TRAP. Results are averages of two data sets per time point. B) Average sleep behavior across four days for EE>nec-RNAi (orange, n = 56), nec-RNAi (green, n = 89), and EE (black, n = 87). C) Average latency, total sleep, day sleep, day bout length, day bout number, night sleep, night bout length and night bout number. Results are mean ± SEM, One-way ANOVA, *p < 0.05, ****p < 0.0001.

To more generally perturb Toll pathway signaling, we knocked down the *Toll-7* receptor, which our results demonstrate is expressed in astrocytes (S2 Table). Flies expressing Toll-7 RNAi#1 had significantly decreased night sleep (Fig 6A and 6B); expression of either RNAi#1 or RNAi#2 resulted in night sleep fragmentation (i.e., decreased night bout length and increased night bout number; Fig 6B) with no effect on day sleep (S5 Fig). Finally, we also perturbed IMD pathway signaling in astrocytes by knocking down PGRP-LC, a receptor that also mediates immune responses. In contrast to Toll-7, eaat1-Gal4>PGRP-LC knockdown flies had significantly decreased day sleep due to a decreased day bout duration (S6 Fig).

**Fig 6:**
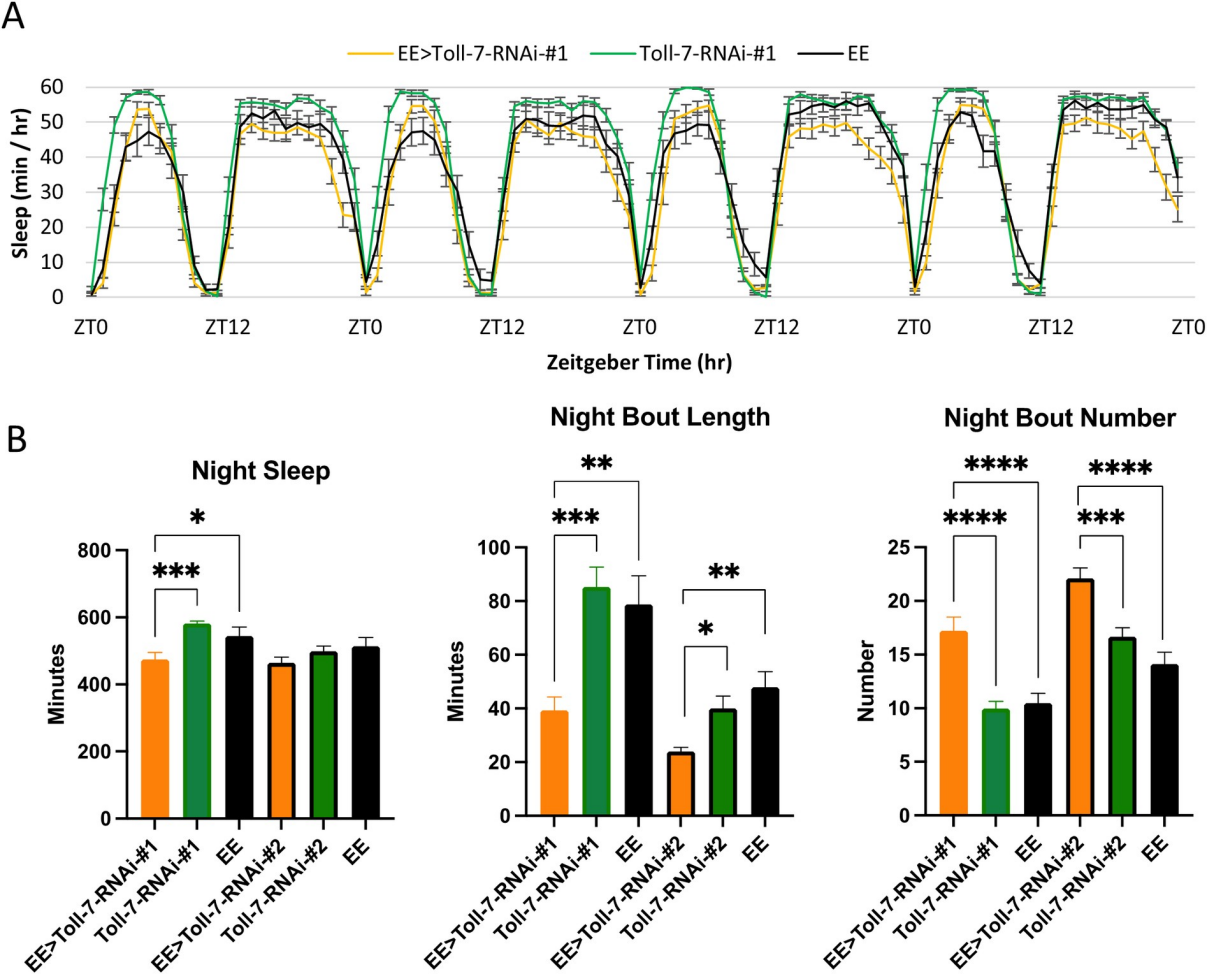
Knockdown of Toll-7 in astrocytes impairs night sleep. A) Average sleep behavior across four days for EE>Toll-7-RNAi-#1 (orange, n = 27), Toll-7-RNAi-#1 (green, n = 32), and EE (black, n = 24). B) Average night sleep, night bout length and night bout number for experiments with two different Toll-7-RNAi strains. For Toll-7-RNAi-#2, n = 22 (EE>Toll-7-RNAi-#2), n = 27 (Toll-7-RNAi-#2), n = 26 (EE). Results are mean ± SEM, One-way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

Although genome-wide expression profiles have been generated for astrocytes [21,41,42], this is the first study in either *Drosophila* or mammalian systems to describe the cycling transcriptome of astrocytes. Our studies identified 293 cycling genes; among these are core clock genes and those previously known to be expressed in astrocytes (Fig 2B and 2D and S3 Table). Surprisingly, comparison to a previous study of cycling genes in *Drosophila tim*-containing clock cells (both neurons and glia [17]), there was little overlap; only 34 genes, inclusive of the fly clock genes. This suggests that many cycling astrocyte RNAs are not rhythmically expressed in clock cells. Our experiments were conducted in constant environmental conditions (constant temperature and DD) and thus we think that many of the identified cycling genes are likely to be directly controlled by a PER-based clock. However, we cannot rule out the possibility that cycling may be due to indirect regulation such as changes in activity or metabolism.

Using Flybase, we identified mammalian orthologs of the 226 high confidence astrocyte-expressed cycling genes (those in the overlap of alrm and eaat1 expression patterns and which cycle in eaat1 expressing cells; S6 Table). We found mouse orthologs for 74% (167/226) and human orthologs for 73% (166/226) of the genes [43,44]. Of interest, mouse orthologs for 37 of the fly high confidence cycling genes are known to have enriched expression in mouse astrocytes [42] (S6 Table). These homologies underscore the value of the *Drosophila* model to study roles for astrocytes in nervous system function and behavior.

### Ribosome binding is restricted to particular times of day

The present study documented two major circadian peaks of ribosome-binding for our overall cohort of cycling RNAs (2E and 2F), suggesting temporally restricted translation for most transcripts. The previous TRAP analysis using tim-Gal4 also revealed two apparent phases of translation [17]. In both studies, peak ribosome binding occurred for many transcripts during mid-day or mid-night, periods of behavioral quiescence. In comparison, most genome-wide studies observed peaks of transcription/RNA abundance distributed throughout the entire cycle [45–49]. An exception to these studies was a recent study that performed expression profiling for different subgroups of clock neurons [50]; two overall phases of peak RNA abundance were observed in the PDF-positive ventral lateral neurons while a single peak was observed in the dorsal lateral neurons or dorsal neurons. Contrary to clock neurons, profiling of dopaminergic neurons in the same study did not show dominant phases of RNA abundance. Altogether, these studies suggest that a translational rhythm is layered upon the RNA abundance rhythm in many cell types, whereas certain clock neurons may have transcriptional/abundance rhythms with peaks restricted to particular times of the cycle. In our limited behavioral screen, we did not observe any correlation between peak times of ribosome-binding and effects on sleep. We do not find this surprising as the phases of ribosome-binding and the later action of an encoded protein would not necessarily be synchronous.

### Post transcriptional regulation

Post-transcriptional regulation of RNAs is a known method of control for circadian and sleep-related genes. Much has been written about the role of microRNAs (miRNAs) in the temporal control of cycling and we previously identified a number of miRNAs in astrocytes with essential functions in maintaining normal circadian behavior [51]. One less-discussed mechanism is nonsense-mediated decay (NMD), a highly conserved mechanism for removing transcripts with premature termination codons. While the primary function of this mechanism is to prevent aberrant proteins from being made, it is also known to participate in normal gene regulation [52]. We found that multiple genes encoding proteins of the NMD complex were expressed in astrocytes including Upf2, Upf3, Smg5, and Smg6 (S2 Table). Intriguingly, Smg6 was the only one found to cycle in our TRAP experiments (Fig 3A). SMG6 is a known endonuclease that cleaves NMD targets. A recent study showed that *Smg6* mutants have decreased behavioral rhythmicity, potentially through changing the ratio of cAMP response element-binding protein (CREB-B) isoforms [53]. In the current study, knockdown of Smg6 in glia, and specifically in astrocytes, significantly decreased and disrupted sleep at night (Fig 3, S3 Fig). Given the function of Smg6, it is possible that this sleep disruption is due to an increased amount of mistranslated protein. As the amount of Smg6 peaks in the early morning, it is possible that daytime accumulation of abnormal proteins is detrimental to night sleep (Fig 3A).

### Immune-related genes cycle in abundance and affect sleep

The features of sleep are similar in *Drosophila* and mammals [54], with sleep controlled by both circadian and homeostatic mechanisms. In flies and mammals, microbial infection affects sleep in the same way; infected flies have decreased sleep quality (fewer and shorter sleep bouts) before becoming arrhythmic [55]. Sleep deprivation in flies results in increased expression of many immune-related genes, including the NFκB homolog, *Relish* [56]. NFκB is an important regulator of immune response activated by Toll signaling and *Relish* was found to be essential for promoting sleep after injury or infection via the core circadian clock [57]. Innate immunity is under circadian regulation in both mammals and flies [58–62]. As a consequence, the *cyc*^*01*^ clock mutant has increased expression of immune-related genes [56], and fly *clock* mutants are immunocompromised, dying significantly faster after infection than wild-type flies [55].

Given the connection between immune/stress function and sleep, we focused on cycling genes relating to immunity.

We show that genes of the Turandot (*Tot*), Bomanin (*Bom*), and Growth Blocking Peptide-like (*Gbp*) immune/stress families are expressed in fly astrocytes, and in particular, *BomBc2*, *TotA*, *TotC*, *TotX*, *Gbp2 and Gbp3* exhibit rhythms in ribosome binding within this cell type (Figs 4A and S2B). Genes of these families mediate fly innate immunity and/or general responses to stress (oxidative stress, starvation, temperature changes or mechanical stress) [63–66]. The Turandots are a group of eight poorly characterized secreted peptides induced by sceptic injury. [63]. *TotA* activation occurs the JAK/STAT pathway but also requires the *Relish* pathway [38]. Knockdown of either *TotA* or *TotC* in astrocytes disrupted sleep (S4 Fig). In particular, astrocyte expression of TotA-RNAi decreased and fragmented day sleep (S4A and S4B Fig). The *Bomanin* family of genes consists of a dozen small secreted peptides that are activated in response to infection and required for Toll-mediated immune defense [67]. We identified BomBc2 (CG15067) as a novel cycling astrocyte gene (Fig 4A). Knockdown of BomBc2 in glia resulted in significantly decreased night sleep and increased day sleep, particularly in the first half of the day with a concomitant effect on sleep latency (Fig 4B and 4C). The effect on day sleep may represent a homeostatic response to decreased night sleep. Furthermore, night sleep was fragmented as there was a significant increase in night bout number and length (Fig 4C). We repeated these experiments using an astrocyte specific driver but did not see any effect on sleep, suggesting that this peptide may function primarily in another glial subtype.

Recent studies indicate that all components of Toll receptor signaling are expressed in the adult fly brain [68]. Thus, it is of interest that our results indicate expression of Toll signaling components in astrocytes, including *Toll-7*, s*pz*, *spz3*, *spz5*, *nec*, *Serpin 27A* and *spe*. Indeed, *Spe*, *nec*, *and Spn27A* mRNA exhibit rhythms in ribosome binding (S2B Fig and S2 Table) suggesting a circadian translational control of Toll signaling in astrocytes. *Spz*, an IL-1 analog, was recently described as a signaling mechanism for sleep pressure with sleep deprived flies exhibiting a 9-fold increases in astrocytic *spz* [40]. Knockdown of astrocyte *spz* reduced sleep recovery after sleep deprivation, whereas baseline sleep was not consistently affected.

In our studies, we asked whether additional astrocyte Toll signaling components are relevant for sleep. Of the cycling Toll components, only astrocyte knockdown of *nec* produced a sleep phenotype. *Nec* is a serine protease inhibitor that inhibits the cleavage of spz to a form that binds Toll. Expression of nec-RNAi in astrocytes resulted in increased day sleep, suggesting that increased mature spz may increase day sleep amount (Fig 5). In contrast, a recent study showed that day sleep was increased with astrocytic *spz* knockdown [40]. We also knocked down spz in astrocytes but did not find consistent effects between the two RNAi strains (S5 Table).

Finally, given our findings that immune factors regulate sleep, we perturbed two of the major immune signaling pathways of astrocytes: Toll and IMD. Our TRAP analysis showed that *Toll-7* is expressed in astrocytes, albeit not as a cycling gene (S2 Table), and knockdown of the gene decreased night sleep and caused sleep fragmentation (Fig 6). *PGRP-LC*, an IMD pathway receptor, is also expressed in astrocytes, and reduced PGRP-LC function resulted in decreased day sleep as a consequence of shorter day sleep bouts (S6 Fig), suggesting that the Toll and IMD pathways may differentially regulate night versus day sleep. 

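In the TRAP data PGRP-LC (FBgn0035976, chromosome 3L of Release 6, 9338810 to 9348336) had between 868 ± 70.4 normalized read counts (SD, n = 2) at 20 h and 1349 ± 160 (SD, n = 2) at 16 h. JTK_CYCLE gave a lag of 16 h and an adjusted exact p of 0.103. With a period of 24 h alone, PGRP-LC was called at the same lag (adjusted exact p = 0.0342). It was also called at that lag in replicate 1 alone but not in replicate 2 alone (adjusted exact p from 0.00898 to 1 across the replicates). The cosinor fit had a log2 amplitude of 0.22 ± 0.06 (SE, adjusted p = 0.450, edgeR). No table available here pairs an identifier with Toll-7, which was not analysed.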

Toll-7 and PGRP-LC genes do not cycle in abundance, but our studies, nonetheless, implicate them in sleep regulation, consistent with a role for these signaling pathways in this process. We recognize that either cycling or non-cycling genes may be critical for normal astrocyte physiology or morphology, with secondary effects on sleep, but it seems likely that certain cycling genes have important roles in the circadian regulation of sleep.

## Materials and methods

### Fly strains and maintenance

*Drosophila* cultures were reared on standard cornmeal/sugar/wheat germ medium in an environmentally controlled incubator set at 25°C on a 12 hr:12 hr light-dark (LD) schedule. For the isolation of astrocytes, virgin female flies carrying elav-Gal80, eaat1-Gal4 were crossed with male elav-Gal80, UAS-EGFP-L10a flies to generate F1 flies that express EGFP-L10a in astrocytes. For the RNAi screen, experimental flies were generated by crossing female repo-Gal4 flies with male flies containing the RNAi construct. For controls, both the driver and RNAi strains were crossed to w^1118^ flies.

### Purification and isolation of ribosome-bound RNAs

After an entrainment period of at least 4 days, flies were collected at 12 times points (every 4 hours) across a 48-hour dark period into 15 mL conical tubes before flash-freezing in liquid nitrogen. Flies were then stored at -80°C until further processing. Heads were separated by quickly vortexing the tubes and then using sieves to collect heads. There were ~200 heads per TRAP experiment sample. Frozen heads were quickly homogenized in buffer containing 20 mM HEPES-KOH (pH 7.4), 150 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 100 μg/ml Cycloheximide and 2 U/mL SUPERase. Samples were then centrifuged at 20,000 x *g* for 20 minutes. The cleared lysate was separated from the debris into a new tube and DHPC and Igepal CA-630 was added to the solution at a concentration of 30 mM and 1%, respectively. Samples were incubated on ice for 5 minutes and were then centrifuged again at 20,000 x *g* for 20 minutes. After centrifugation, the supernatant was combined with magnetic beads coated with purified anti-EGFP antibody (HtzGFP-19C8, Sloan Kettering Antibody & Bioresource Core Facility; Dynabeads Antibody Coupling Kit, Invitrogen) and incubated at 4°C for 1 hour with end over end rotation. Samples were then washed 6 times with 20 mM HEPES-KOH (pH 7.4), 150 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 100 μg/ml Cycloheximide. RNA was extracted from the magnetic beads using TRIzol. RNA quality and quantity were analyzed using a Bioanalyzer (Agilent).

### RNA-Seq library construction

Approximately 400 ng of RNA from each time point was used for the construction of cDNA libraries for RNA-Seq by following standard Illumina protocols from the TruSeq RNA sample preparation kit. mRNAs were isolated from ribosomal and other small RNAs using poly-dT coupled magnetic beads and fragmented by addition of divalent cations at 94°C. Cleaved mRNAs were then reverse transcribed into cDNA using random primers, and cDNA was subjected to second strand synthesis using DNA polymerase I and RNaseH. DNAs were end repaired, “A” tailed, and then ligated to Illumina sequencing adaptors prior to enrichment by PCR to create a library. The quality and quantity of each library was assessed using a Bioanalyzer or a Fragment Analyzer.

### RNA-seq analysis and identification of rhythmic mRNAs

100-bp single-end reads were obtained via an Illumina HiSeq2000 located in the Tufts Medical School Genomics core facility. On average approximately 27 million reads were obtained per biological replicate. FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to assess read quality. The mean quality score obtained for all sequencer runs was 36.2. Before alignment, adapter sequences were removed using FastX 0.0.13 (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Reads were aligned to the BDGP Release 6 genome assembly [69] using Tophat 2.0.9 [70] and Bowtie 2.1.0 [71]. On average, 73% of reads for replicate 1 were mapped and 86% of reads were mapped for replicate 2. For the reads that were successfully mapped, on average 90.6% mapped uniquely for replicate 1 and 91.7% of reads were uniquely mapped for replicate 2. Numbers of reads aligning to annotated genes were tallied using HTSeq-count [72]. Counts produced by HTSeq were updated to gene IDs downloaded from FlyBase version FB2017_1 via a Python-based sqlite script. Genes with average read counts of less than 20 across all timepoints were removed and the count numbers were quantile normalized to account for variation in raw read counts across timepoints. Scatter plots of read numbers between replicates and regression analysis was carried out in R (3.6.2). Genes were annotated using the Database for Annotation, Visualization and Integrated Discover (DAVID, v. 6.8) and FlyBase (FB2019_6) [37,44]. Circadian cycling was assessed using JTK_CYCLE [34]. Genes were considered significant if the cycling amplitude was greater than 0.5 and the adjusted p value was greater than 0.05.

### Behavior assays

Male flies (< 1 week old) were loaded into Drosophila activity monitors (DAMs, Trikinetics) placed in environmentally controlled incubators kept at 25°C, 12:12 LD. Locomotor activity for sleep was collected in 1-minute bins with 5 ≥ minutes of immobility considered the cutoff for sleep. Analyses of sleep behavior were performed using an Excel-based package [73]. References in the text to day and night sleep, respectively, refer to ZT 1–11 and ZT 13–23. Latency refers to the time until the first night sleep bout after lights-off. Circadian locomotor activity was collected in 30-minute bins and analyzed using a MATLAB-based signal processing flu toolbox [74]. To assess the statistical significance of locomotor data, normality was determined using the D’Anostino and Pearson omnibus normality test. If the data did not pass a normality test, we used the Kruskal-Wallis test (nonparametric ANOVA) with Dunn’s multiple comparison test. If normality was observed, we used a one-way ANOVA with the Tukey-Kramer multiple comparisons test.

### Immunohistochemistry

At CT0, flies were fixed in 4% paraformaldehyde (PFA) in PBST (1 x PBS, 0.5% Triton-X-100) on ice for 30 minutes. Brains were dissected in PBST and then fixed in 4% PFA for 20 minutes. Fixed brains were washed with PBST, followed by blocking in 5% normal goat serum for 3 hours. Brains were incubated with primary antibody for 48 hours at 4°C, washed with PBST 6 times for 30 minutes each, and then incubated with secondary antibody overnight at 4°C. Brains were then washed with PBST 6 times before mounting with VectaShield (Vector Laboratories, Burlingame, CA). We used the following primary antibodies: mouse anti-REPO [1:500; Developmental Studies Hybridoma Bank (DSHB)] and rabbit anti-PER (1:10,000, a gift from R. Stanewsky). Relevant secondary antibodies were used at 1:500, including Alexa Fluor 488 goat anti-rabbit and Alex Fluor 647 goat anti-mouse (Invitrogen, Carlsbad, CA). Brain images were acquired using a Nikon A1R confocal microscope.

For the cell counting experiments shown in Figs 1 and 2, a series of 1 μm steps images were acquired using a 40x oil objective. Each stack of images was then divided into 6 μm thick substacks before consolidation into separate max-intensity images at which time one image per brain was chosen to use for counting. All stacks chosen were of similar anatomical location. ImageJ software was used to identify astrocytes (in green, Fig 1A or red and Fig 2D in the chosen stack. The identified cells were then assessed for REPO (Fig 1A) or PER (Fig 2D) positivity.

## Supporting information

S1 Fig Scatter plots comparing each sample across all 12 time points. Y and X–axes represent different samples. t = time in DD and r = correlation coefficient.
(TIF) Click here for additional data file.

S2 Fig Normalized read counts for stress and immunity related genes. A) Heatmap showing normalized read counts for 13 cytochrome P450 family members. Yellow is high abundance and blue is low abundance. Results are averages of two data sets per time point. B) Normalized read count across two days in DD for Turandots and Growth-Block Peptides C) Normalized read count across two days in DD for Toll pathway components SPE and Spn27A.
(TIF) Click here for additional data file.

S3 Fig Astrocyte knockdown of SMG6 does not affect day sleep. Average latency, day sleep, day bout length and day bout number for REPO (A) and EE (B) experiments depicted in Fig 3.
(TIF) Click here for additional data file.

S4 Fig Astrocyte knockdown of TotA and TotC disrupts sleep. A) Average sleep behavior across four days for EE>TotA-RNAi (orange, n = 30), TotA-RNAi (green, n = 32), and EE (black, n = 24). B) Average total sleep, day sleep, day bout length, day bout number, night bout length and night bout number. Results are mean ± SEM, One-way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. C) Average sleep behavior across four days for EE>TotC-RNAi (orange, n = 28), TotC-RNAi (green, n = 26), and EE (black, n = 24). D) Average total sleep, day sleep, day bout length, day bout number, night bout length and night bout number. Results are mean ± SEM, One-way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.
(TIF) Click here for additional data file.

S5 Fig Astrocyte knockdown of Toll-7 does not affect day sleep. Average latency, total sleep, day sleep, day bout length and day bout number for Toll-7 RNAi-#1(A) and -#2 (B).
(TIF) Click here for additional data file.

S6 Fig Astrocyte knockdown of PGRP-LC disrupts day sleep. A) Average sleep behavior across four days for EE>PGRP-LC-RNAi (orange, n = 32), PGRP-LC-RNAi (green, n = 32), and EE (black, n = 30).
(TIF) Click here for additional data file.

S1 Table RNA-Seq Stats Summary. (XLSX) Click here for additional data file.

S2 Table All Detected Genes. (XLSX) Click here for additional data file.

S3 Table Cycling Astrocyte Genes. (XLSX) Click here for additional data file.

S4 Table Previously Identified Cycling Genes. (XLSX) Click here for additional data file.

S5 Table Astrocyte RNAi Sleep Screen. (XLSX) Click here for additional data file.

S6 Table Mammalian Homologs for Cycling Genes. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

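The data are the TRAP libraries of the article: ribosome-bound RNA from astrocytes of fly heads, collected every 4 h from 0 to 44 h in DD in 2 biological replicates. The behavior and imaging experiments have no deposited data and were left out. The authors sequenced each of the 24 libraries 2 times with single-end reads, trimmed adapters with FastX, aligned the reads to Release 6 with Tophat and Bowtie, and deposited the raw counts per gene from HTSeq-count for each of the 48 data sets. These deposited counts are not filtered and not normalized. The counting mode, the strand setting and the annotation version used for counting are not stated in the paper's text. Data sets 1 and 2 are the technical replicates of biological replicate 1, and data sets 3 and 4 those of biological replicate 2, and hours in DD were taken from the sample labels. The labels do not state whether libraries of the same replicate number were collected together, so no pairing was assumed in the main tests. The paper states that the replicates came from independent crosses, and only the alternatives with a replicate block take this into account.

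The counts of technical replicates were added up. Libraries held between 6371034 and 37267216 counts on genes (median 16080333.5). The first data set of the 28 h library of replicate 1 holds 91 counts, so that library rests on its second data set. A gene with 20 counts on average lies far above the smallest number of counts that any library can show, and the precision of the values is limited mainly by the spread between the 2 biological replicates.

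Genes with an average of at least 20 counts over the 24 libraries were kept (9392 genes), and their counts were quantile normalized. JTK_CYCLE was written anew from its published description in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. It used periods of 20, 24 and 28 h, 18 cosine templates, pi rounded to 4 decimals, exact p values and Bonferroni adjustment over the templates. A gene was called at an adjusted p under 0.05 and an amplitude above 0.5, and the paper's methods give the same limits, although their sentence on the p value reads greater than 0.05. The Benjamini-Hochberg q over the genes tested was added. The cosinor fit used edgeR 4.0.16 in R 4.3.3, with TMM normalization, glmQLFit and glmQLFTest of the cosine and sine of 24 h together, with Benjamini-Hochberg adjustment. Standard errors of its amplitudes are from least squares on log2 TMM counts with a pseudocount of 0.5. Alternatives used limma 3.58.1 and DESeq2 1.42.0. Values at single time points are the mean and SD of 2 libraries.

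Time points were compared as a series of 12, and the replicates were compared by Pearson's r across genes for each time point. Peak times were compared between replicates for genes chosen in 1 replicate and checked in the other, against 10000 random lists of genes. Numbers of calls were compared with those after the labels of the libraries were permuted within replicates (100 orders, the real one included), and shares of lags with those after permutation over all libraries. The difference between the replicates was compared with that after the replicate labels were swapped within time points (100 labelings, the real one included), and the tallies of each library with the reads in the paper's S1 Table. Permutation tests of single values used 100000 permutations, or 10000 for pairings of the replicates. The settings used by every alternative were those of the first analysis apart from the named change: other normalizations and count filters, other periods and templates, a replicate block, single technical replicates, and each biological replicate or the 16 h library of replicate 1 left out.

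Both tests were tested on simulated data with the same libraries, 9292 genes and 197 rhythmic genes. Noise was drawn independently for each gene and library, so variation shared by genes and the difference between the replicates were not simulated. JTK_CYCLE called 28.6%, 47.9%, 90.0% and 90.0% of genes with log2 amplitudes of 0.25, 0.5, 1 and 1.5, and 2.43% of genes without rhythm. The edgeR fit found 0%, 33.3%, 80.0% and 90.0% of the same genes and 5 of the 9095 genes without rhythm.

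The genes named in the text were chosen by a rule fixed before the data were examined: every gene that the text of the paper names from the TRAP data, cry and the 13 cytochrome P450 genes of its Table 1, and the 5 genes of smallest edgeR cosinor p that neither the text nor Table 1 names. Jon66Ci is an exception and was chosen after its values were seen. The other genes that only Table 1 lists were not chosen. Of the 46 genes chosen from the paper, 35 could be paired with an identifier through the paper's S2, S3 and S6 Tables, and 26 of these were JTK_CYCLE calls. Over these 35 genes alone, 26 had a cosinor p under 0.05 after adjustment, against 6 after adjustment over all genes, but most are the paper's own calls on these data. The remaining 11 genes were left out. Symbols were known for 1714 of the 9392 genes tested (18.2%) and for 263 of the 264 calls, so no test of a gene family against all genes was run, and the planned Fisher's exact test of the cytochrome P450 genes is void. Positions are from the Release 6 annotation of RefSeq. Comparisons with the alrm-Gal4 and tim-Gal4 studies and the gene ontology analysis were left out because their inputs are not among the data. The S2 Table available here lists 1731 genes, and its comparison with the counts covers those.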

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

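The tests of the 28 h run of data set 1 were chosen only after the result was seen, and the other tests in these paragraphs before. In each time point, the 4 data sets (2 technical replicates of 2 biological replicates) were compared by Dixon's test for the counts on genes, the number of genes with a count, the percent of alignments that were not unique and the percent of reads counted on genes. A data set lay far from the other 3 in 9 of these 48 groups, where chance gives about 2.4. The technical replicates of a library are not independent of each other, so this expected number is a rough guide.

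Counts on genes were far from those of the other data sets in data set 1 at 0 h (2313041, others from 9050982) and at 36 h (3681424, others from 12890315), and in data set 2 at 8 h (25589806, others up to 6352032), 20 h (26228112, others up to 6598600), 24 h (23385576, others up to 6230459) and 44 h (14034156, others up to 4505019). The number of genes with a count was low in data set 1 at 28 h (71 genes) and at 36 h (11914, others from 13069) and high in data set 2 at 44 h (12696, others up to 11945). All of these data sets belong to replicate 1, whose 2 runs differ in depth in every library apart from that at 16 h. The number of reads per sequencing run is a candidate explanation. The chi-square per degree of freedom between the runs was at most 1.63 in the 6 libraries tested that hold these data sets, and at most 1.79 in the other 17, where sampling alone gives 1. The runs of these 6 libraries thus differed by somewhat more than sampling, but by no more than the runs of the other libraries. The difference lies between technical replicates of the same RNA, so no biological explanation was tested.

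For the 28 h library of replicate 1, the first data set holds 91 counts on 71 genes, and a candidate explanation is that the deposited data set holds fewer reads than the authors used. The S2 Table column of this library had an r of 0.972 with the normalized read counts computed here, across 1714 genes on the log2 scale. The 23 other columns had r of at least 0.99998. The authors' column therefore differs from the sum of the deposited runs for this library and not for the others. The paper's S1 Table gives the uniquely mapped reads of each library. The unique tallies in the deposited data were 0.687 times that number for this library and 0.995 to 0.998 times for the 23 others, so the deposited run is smaller than the run the authors counted in that table.

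A 24 h rhythm appeared in genes that neither the text of the paper nor its Table 1 names, which made up 23 of the 31 genes found by the cosinor fit. The 5 of smallest p were Ugt35b (log2 amplitude 1.04, adjusted p = 4.95e-05, peak at 1.83 h), CG42329 (1.66, 0.00292, 2.37 h), Chd64 (0.38, 0.00491, 3.56 h), CG9377 (0.88, 0.00574, 2.22 h) and CG14855 (1.05, 0.00717, 14.3 h), all from edgeR. All 5 are in the paper's S3 Table. A single biological replicate could carry such a rhythm. The peak times of the replicates differed by at most 1.96 h over the 5 genes, which were chosen for their fit over both replicates, so this value alone cannot rule the explanation out. JTK_CYCLE also tested each replicate alone. It called Ugt35b (adjusted exact p from 0.00193 to 0.0175 across the 2 replicates) and Chd64 (0.00432 to 0.00898) in both. It called CG42329 (0.0175 to 0.0771) and CG9377 (0.0175 to 0.0573) in replicate 1 only and CG14855 in neither (0.0573 to 0.158), and the edgeR fit of a single replicate passed for none of the 5 (adjusted p from 0.136 to 0.999). These p values are from the same chosen genes and those of JTK_CYCLE are not adjusted over genes, so a single replicate cannot be excluded for any of the 5. A single library could also carry such a rhythm. With each library left out in turn, the lowest least-squares amplitude was 93.0% (CG14855) to 95.8% (Ugt35b) of its size over the 5 genes. A rhythm carried by 1 library would not keep that much without it, so these values argue against a single library for these 5 genes. The genes were chosen for their fit over all libraries, so the values do not extend to other genes. A component of variation shared by most genes was tested with the first principal component of the libraries as a covariate. All 5 genes still passed, with a largest adjusted p of 0.0178 (Chd64), so that component does not fully explain them. In 19 other settings that kept both replicates, the number with an adjusted p under 0.05 ranged from 11 (CG14855, tested in 17) to 17 (Ugt35b, tested in 19). A circadian rhythm in ribosome association of these 5 genes remains a hypothesis.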

How the results depend on the processing

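The alternatives were set before the data were examined, except the square of r, the 28 h and 40 h libraries of the second replicate left out and the steps on the first principal component, which were chosen after. Where a value moved, the cause was not tested unless a value below shows it.

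The number of genes detected stayed within 1.5 times 9392 under all 7 alternatives set for it, from 7660 to 11836, and also with the limits of 1 count (13238) and 100 counts (6588) used for the rhythm tests. The mean r between biological replicates stayed within 1 SD of 0.917 on the log2 scale, as Spearman's rho, without the 10 genes of highest count and over all genes with a count (0.918 to 0.936). It moved to 0.868 with raw counts and to 0.842 when r was squared. With raw counts the lowest r was 0.315, at 28 h, and 0.976 at that time point once the 10 genes of highest count in the library of the second replicate were left out.

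The number of JTK_CYCLE calls, 264, fell to 6 with a Benjamini-Hochberg q under 0.05 and to 24 with a q under 0.2. It was 136 with counts scaled to the library total, 171 with exact cosine templates (170 of them shared with the 264), and 429 with a replicate block, which centres each gene within its replicate (247 shared, and 32 with a q under 0.05). The 2 fits that each left out 1 replicate gave from 163 to 333 calls, of which 54 and 88 were shared. Under the other 11 settings the number stayed between 230 and 357. With TMM normalization, 185 of 247 calls were shared with the 264. To see whether a block applies, the deviations of the libraries from their time-point means were correlated between libraries of the same replicate, which gave a mean r of 0.220 (from -0.490 to 0.547 over 66 pairs). In the edgeR fit 3114 genes differed between the replicates, and the model of the 264 calls leaves this difference in the noise.

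The share of calls with a lag of 2 to 6 h, 40.2%, was 32.3% among the genes of the cosinor fit, 29.2% with the first principal component removed, and from 28.8% to 35.6% across the 2 fits that each left out 1 replicate. The share at 14 to 18 h, 25.8%, was 35.5% among the genes of the cosinor fit and from 20.4% to 35.0% across the fits without 1 replicate. With a period of 24 h only, an adjusted p under 0.01, data sets 1 and 3 or TMM normalization, both shares stayed within their 95% intervals. The number of cytochrome P450 genes, 10, was 16 at an unadjusted cosinor p under 0.05 and 11 to 15 under the 3 other settings. The planned Fisher's exact test of this family was not run, since symbols were known for too few genes.

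The share of genes with peaks within 4 h in both replicates stayed above that of all genes in each alternative. It was 46.5% against 37.0% when genes were chosen in the second replicate, 42.4% against 34.3% when they were chosen on day 1 and checked on day 2, and 35.0% against 18.3% for a window of 2 h.

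The number of genes with a 24 h rhythm in the cosinor fit, 31, was 81 with DESeq2's likelihood-ratio test (31 shared), 55 with a replicate block (30 shared) and 52 with the block and the day as covariates (30 shared). It was 19 with data sets 1 and 3, 9 with harmonics of 24 h and 12 h, 7 with a period of 28 h, 2 with a period of 20 h and 3 with the time point as a factor of 12 levels. It was 1 in each of the 2 fits that left out 1 replicate, beside 736 and 325 genes at an unadjusted p under 0.05. Without the 40 h library of the second replicate it was 17, all shared. Under the other 10 settings it was 24 to 44, with 31 genes, 29 of them shared, when the first principal component was a covariate. The count thus rests on both replicates and in part on that 40 h library.

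For the named genes, 218 of 275 JTK_CYCLE values under the alternatives kept their side of 0.05. Of the rest, 40 no longer passed it with a lag within 6 h and 16 newly passed it. The remaining 1 (Smg6) no longer passed it and had no single fitted lag. In the cosinor fit, 200 of 235 kept it, 22 no longer passed and 13 newly passed. In the fit without replicate 2, every template of Smg6 had the same adjusted p, at its upper limit. The lag of 9.89 h printed by that fit is a mean over those templates, so the move from 2 h is not a change of peak time. The lags of Clk, e, Cyp6a21 and Cyp6a23, which were not called here, also moved by over 6 h, each in a fit that left out 1 replicate and did not call the gene. For Clk, e and Cyp6a21 these lags are likewise means over tied templates. The adjusted exact p of Smg6 was 0.0573 to 1 across the 2 fits that each left out 1 replicate and 0.0109 to 0.0869 under the other 5 alternatives.

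In simulated data with the same libraries the edgeR fit found 0% of genes with a log2 amplitude of 0.25 and 33.3% of those with 0.5, and JTK_CYCLE called 28.6% and 47.9% of them, so rhythms of that size cannot be called absent.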

Differences from the paper's values

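The mean r between biological replicates over the first day was 0.940 against the paper's 0.90, and the lowest was 0.914 against the paper's 0.86. Over both days the mean was 0.917 against the paper's 0.85, and the lowest was 0.864 against the paper's 0.74. Of the alternatives set before the data were examined, the raw counts closed the gap in the mean over both days (0.868) and none of the 5 closed any of the other 3 gaps. The square of r, an alternative chosen after seeing the values, closed all 4, with 0.885 and 0.835 for the first day and 0.842 and 0.746 for both days.

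The JTK_CYCLE adjusted p of 7 of 40 genes compared with the paper's S2 and S3 Tables differed by more than 1.5 times, and the lag differed for 6 of 40 genes, by at most 1 h. For per it was 3.09e-08 against the paper's 5.1e-08, and none of the alternatives set before the data were examined closed the gap. For tim it was 3.31e-07 against the paper's 5.12e-07, and the use of data sets 1 and 3 closed the gap while the other 6 alternatives did not. For TotA it was 0.000155 against the paper's 8.48e-05, and TMM normalization and data sets 1 and 3 closed the gap while the other 5 did not. For Cyp12d1-p it was 0.00362 against the paper's 0.00226, and none of the 7 alternatives closed the gap. For Cyp6a8 it was 0.0948 against the paper's 0.0430, and none of the 4 alternatives that could be run for this gene closed the gap. For Acer it was 0.0109 against the paper's 0.0165, and a period of 24 h only, data sets 1 and 3 and data sets 2 and 4 each closed the gap, while TMM normalization, the replicate block and the fits without 1 replicate did not. For Chd64 it was 5.12e-07 against the paper's 7.84e-07, and TMM normalization closed the gap while the other 6 did not. None of these alternatives restores the reads missing from the 28 h library of replicate 1. Its normalized read counts had an r of 0.972 with the authors' values, against at least 0.99998 in the 23 other libraries. A gap closed by another setting therefore does not show the cause of a difference. This limit also applies to BomBc2 and Cyp6a23 below.

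The paper counts BomBc2 among the cycling genes, and here it was not called at an adjusted exact p of 0.0516. In the paper's S2 Table its p is 0.0473. BomBc2 was called at a limit of 0.055, with a period of 24 h only (0.0342), with the 16 h library of the first replicate left out and, in a setting chosen after seeing the values, with the 28 h library of the second replicate left out. It was not called with TMM normalization (0.121), with a replicate block (0.0616), with data sets 1 and 3 (0.0669) or 2 and 4 (0.0616) alone, or in the fits that each left out 1 replicate (0.0968 to 1).

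The paper lists 13 cytochrome P450 genes among the cycling genes, and 10 were called here. Cyp6a21 (adjusted exact p of 0.0516, and the paper's own p is also 0.0516) was called at a limit of 0.055, with TMM normalization (0.00883), with counts scaled to the library total, with a period of 24 h only (0.0172), with a replicate block (0.0358), with data sets 1 and 3 (0.0250) or 2 and 4 (0.0296) alone, in the fit without replicate 2 and with the filter at an average of 100 counts. Cyp6a23 (adjusted exact p of 0.0616) was called with counts scaled to the library total, with a period of 24 h only (0.0205), with a replicate block (0.0201), with data sets 1 and 3 (0.0307) or 2 and 4 (0.0271) alone and with the filter at 100 counts. Cyp6a8 was called with TMM normalization (0.00711), with counts scaled to the library total and with a filter at an average of 1 count. With the first principal component removed, a setting chosen after seeing the values, Cyp6a21, Cyp6a23 and Cyp6a8 were called, and with the 28 h library of the second replicate left out, also chosen after, Cyp6a8 was called.

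The paper's S3 Table holds 293 cycling genes, and 264 were called here, 242 of them in that table. By the paper's own adjusted p, 268 of the 293 are under 0.05, so the table holds genes that the limit of 0.05 leaves out. At a limit of 0.055, 295 genes were called, and 260 of the 292 genes of that table that are in the deposited data. The paper places the earlier group of cytochrome P450 genes at the very beginning of the day, and the 5 called members of that group had lags from 2 h to 6 h here. The later group of 5 had lags from 12 h to 18 h, where the paper places it in the middle of the night. The paper's histogram shows its later peak at CT18, and here 23 genes had a lag of 18 h and 23 a lag of 16 h.

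The paper reports the number of genes detected as 7802, and 9392 were detected here, which is within 1.5 times the paper's number. The average over the 48 data sets gave 8318 genes, data sets 1 and 3 gave 7660, and a limit of 50 counts gave 7893.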

Other observations

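The tests by permuted labels of the numbers of calls and of the shares of lags, the tests of the covariate in the cosinor fit, of day, label letter and agreement between replicates for the first principal component, of the number of genes with a count, of the difference between the replicates, of Jon66Ci and of the 16 h library were chosen only after the result was seen, and the others before.

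The number of JTK_CYCLE calls was compared with the numbers after the time points were permuted within each replicate. Of 100 orders, the real one included, 13 gave at least 264 calls, so a count this large is not rare without a true order of time points. With a Benjamini-Hochberg q under 0.05, 1 of 100 orders, the real one, gave as many as 6 genes. With a replicate block, 14 of 100 orders gave at least 429 calls (median 242), and 1 of 100, the real one, gave as many as 32 genes with a q under 0.05, where permuted orders gave at most 5. In the cosinor fit, 1 of 100 orders, again the real one, gave as many as 31 genes with an adjusted p under 0.05, and the highest number in any permuted order was 1. At an unadjusted p under 0.05, the 99 permuted orders gave 62 to 739 genes (median 204), and 4 of 100 orders with the real one gave at least 506. A chance order of the time points therefore remains a candidate explanation for the size of the list of 264, and of that of 429, but not for the genes that pass the adjustment over genes.

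The shares of lags were compared with those after permutation of all library labels. Of 101 orders, 15 gave as large a share at 2 to 6 h as the real one and 51 as large a share at 14 to 18 h. In the permuted orders the share at 2 to 6 h ranged up to 64.3% and that at 14 to 18 h up to 59.3%. A component of variation shared by most genes could produce such peaks. With the first principal component removed, the share at 2 to 6 h fell from 40.2% to 29.2%, below its 95% interval, and the share at 14 to 18 h was 23.5%, within its interval. That interval treats genes as independent, permuted orders gave shares from 1.82% to 64.3%, and only 198 of the 298 calls with the component removed were shared, so the fall does not show that the earlier peak depends on the component. Neither peak was larger than permuted orders give at the 5% level. Of the 31 genes of the cosinor fit, 29 also passed with the component as a covariate. The agreement of peak times between replicates held with the component removed, at 52.3% of 266 genes against 36.2% of all genes (permutation p = 0.0001, the smallest that 10000 lists can give). These lists of random genes treat genes as independent, so the p does not allow for genes that still vary together.

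The first principal component held 61.3% of the variance of the 24 libraries and the second 11.1%. Its scores at the same time point in the replicates had an r of 0.555 (one-sided permutation p = 0.0321, 12 time points) and a rho of 0.357 (p = 0.126). Without the 2 time points farthest from the median r was 0.400, so the relation rests partly on those, and the scores had the same sign at 10 of 12 time points. Chance alone gives so large an r in few pairings, but the rank correlation does not exclude it. Library depth is an unlikely source, with an r of -0.06 over 24 libraries (permutation p = 0.789, Benjamini-Hochberg 0.947, rho 0.02), of -0.42 within replicate 1 (p = 0.175) and of 0.19 within replicate 2 (p = 0.552). Without the 2 libraries of most extreme depth the r was -0.07. The percent of alignments that were not unique had an r of -0.00492 (p = 0.982, rho -0.09), of -0.56 within replicate 1 (p = 0.0403, Benjamini-Hochberg 0.242 over 6 relations) and of 0.29 within replicate 2 (p = 0.526). A 24 h rhythm explained 4.59% of the scores (permutation p = 0.615). The mean score was 0.09 on day 1 (SD 0.17, n = 12) and -0.09 on day 2 (SD 0.21, n = 12), which may reflect the day of DD (permutation p = 0.0387 within replicates, before any adjustment for the tests of this component). The sample labels of replicate 1 carry a letter. The 7 libraries with the letter a had a mean score of -0.14 and the 4 with b one of 0.16 (exact permutation p = 0.00606 over 330 splits). In replicate 2 all libraries share a letter and the scores had both signs, 6 negative and 6 positive. The letters in replicate 1 are not spread evenly over the time points. The day, the time points and whatever the letter stands for thus cannot be told apart there. With all libraries cut to the same number of counts, the sign of the score went with the number of genes with a count. That number was 12007 to 12681 in the libraries with a negative score and 9883 to 11414 in those with a positive one. The ranges did not overlap in either replicate. This relation was seen after the fact and its source was not tested.

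The replicates of a time point were not detectably more alike than other pairs of libraries from different replicates (mean r 0.917 against 0.910, one-sided permutation p = 0.126). The time point that they share was thus not detectable in this measure. The replicates themselves differed in 3114 of 9392 genes at an adjusted p under 0.05 (edgeR, 1655 higher and 1459 lower in replicate 2, 3968 at an unadjusted p under 0.05). When the replicate labels were swapped within time points, 1 of 100 labelings, the real one, gave as many, and the others gave at most 104 (median 0, beside a median of 321 at an unadjusted p under 0.05). Collection, library preparation and sequencing were not tested apart from each other as sources of this difference. The number of genes with a count ranged from 10162 to 13863 over the libraries. At 6000000 counts per library it ranged from 9883 to 12681, with an SD 0.827 times that at full depth, so library depth could account for part of this spread but not for most of it.

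In the 28 h library of the second replicate, 10 genes held 49.6% of the counts, against 3.98% to 8.75% in the other libraries. The tables available give a symbol for 0 of the 10. Without these genes, the r of raw counts with the 28 h library of the first replicate rose from 0.315 to 0.976, above the lowest of the other time points, 0.812. A large amount of RNA from these few genes is consistent with this value, and its origin was not tested. No biological explanation was tested, since the 28 h library of the first replicate does not show it. In the 16 h library of the first replicate 9.47% of alignments were not unique, nearer the median of the second replicate (4.84%) than that of the rest of the first (27.0%, 21.7% to 36.9%). Library processing shared with the second replicate is a candidate explanation. Another is the way reads were tallied. The tallies of this library were 1.00 times the mapped reads of the paper's S1 Table, as in all 12 libraries of the second replicate, while those of 10 others of the first were 1.20 to 1.36 times that number, which fits alignments tallied more than once per read. By the reads of the S1 Table, 9.24% were not unique in this library, within the range of those 10 (5.91% to 13.8%). The labels of this library differ from those of the rest of its data sets. Its score on the second principal component, 0.15, lay within the range of replicate 2 (-0.05 to 0.47) and outside that of the rest of replicate 1 (-0.25 to -0.09). A mislabelled time point was tested with the 29 genes rhythmic without this library. Its values had an r of 0.657 with those expected at 12 h, of 0.569 with those at 16 h and of 0.263 with those at 20 h. The r at 0, 4 and 8 h were the same values with a negative sign, as a 24 h cosine forces, so they are not separate evidence. A label of 0, 4 or 8 h is not supported, but a shift of 4 h is not excluded. Without this 16 h library, 29 of the 31 genes of the cosinor fit passed, all shared.

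Jon66Ci was among the 31 genes of the cosinor fit (log2 amplitude 3.94, adjusted p = 0.0331, edgeR), while JTK_CYCLE gave it an exact p of 1. Of its 751 counts, 598 came from the 40 h library of the second replicate. A single library could produce the call. The amplitude by least squares was 0.88 with this library and 0.46 without it, which is more than 0.5 of it. In the edgeR fit the average count without this library was 6.65, under the limit of 20, so the gene would not have been tested and the call depends on that library.

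Damping in constant darkness was tested on the 31 genes of the cosinor fit. Their median log2 amplitude was 0.80 on day 1 and 0.69 on day 2, and it was smaller on day 2 in 23 of 31 genes, but the mean difference was not larger than permuted days give (two-sided permutation p = 0.114). A test of the interaction of the rhythm with the day found 0 genes at an adjusted p under 0.05 and 597 at an unadjusted p under 0.05, and that with the replicate found 0 and 287 (edgeR).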
